# Phenotypic diversification by enhanced genome restructuring after induction of multiple DNA double-strand breaks

**DOI:** 10.1038/s41467-018-04256-y

**Published:** 2018-05-18

**Authors:** Nobuhiko Muramoto, Arisa Oda, Hidenori Tanaka, Takahiro Nakamura, Kazuto Kugou, Kazuki Suda, Aki Kobayashi, Shiori Yoneda, Akinori Ikeuchi, Hiroki Sugimoto, Satoshi Kondo, Chikara Ohto, Takehiko Shibata, Norihiro Mitsukawa, Kunihiro Ohta

## Abstract

DNA double-strand break (DSB)-mediated genome rearrangements are assumed to provide diverse raw genetic materials enabling accelerated adaptive evolution; however, it remains unclear about the consequences of massive simultaneous DSB formation in cells and their resulting phenotypic impact. Here, we establish an artificial genome-restructuring technology by conditionally introducing multiple genomic DSBs in vivo using a temperature-dependent endonuclease TaqI. Application in yeast and *Arabidopsis thaliana* generates strains with phenotypes, including improved ethanol production from xylose at higher temperature and increased plant biomass, that are stably inherited to offspring after multiple passages. High-throughput genome resequencing revealed that these strains harbor diverse rearrangements, including copy number variations, translocations in retrotransposons, and direct end-joinings at TaqI-cleavage sites. Furthermore, large-scale rearrangements occur frequently in diploid yeasts (28.1%) and tetraploid plants (46.3%), whereas haploid yeasts and diploid plants undergo minimal rearrangement. This genome-restructuring system (TAQing system) will enable rapid genome breeding and aid genome-evolution studies.

## Abstract (web summary)

DNA double-strand break (DSB) leads to genome rearrangements with various genetic and phenotypic effects. Here, the authors develop a tool to induce large-scale genome restructuring by introducing conditional multiple DNA breaks, and produce various traits in yeast and *Arabidopsis thaliana*.

## Introduction

Synteny analyses of current genomes demonstrate that genome evolution accompanies vestiges of massive genome rearrangements, such as translocations (TLs), deletions, insertions, and copy number variations (CNVs)^1–4^. Human cancer cells also undergo multiple genome rearrangements^5^, analogous to those occurring during genome evolution and that might promote their acquisition of malignancy. It is postulated that the source of those rearrangements is DNA double-strand breaks (DSBs) in living cells induced by ionizing radiation, oxidative DNA damages, chemical modification, or abortive DNA replication; however, the causal relationship between formation of multiple DSBs and genome rearrangements requires in-depth investigation.

Genome rearrangements are thought to increase phenotypic diversity that provides critical raw materials for evolution. Point mutations represent another source of raw genetic materials for natural selection, but provide relatively small changes in DNA sequences and enable rather limited exploration of the sequence space via “fitness–random walk” for adaptation to given environmental changes. On the other hand, gross genome rearrangements, such as TLs, CNVs, and aneuploidy, might allow more extensive changes to the sequence space, thereby enabling rapid and comprehensive searches for more favorable DNA sequences. However, much remains to be elucidated about the real impact of genome rearrangements on phenotypic diversification.

Another important event during genome evolution associated with natural selection is “whole-genome duplication (WGD)”^6–8^, which is reportedly induced immediately following the large-scale genome rearrangements. For example, the yeast *Saccharomyces cerevisiae* arose from an ancient WGD along with subsequent genome rearrangements, and *Arabidopsis thaliana* and various cereal crops evolved through multiple rounds of WGD accompanied by genome rearrangements^6–12^. In addition, it has been demonstrated that polyploids have more evolutionary space for genome rearrangements and these have a major impact on phenotypes in *Brassica napus*^11,12^ and in *S. cerevisiare*^13^. Genome rearrangement and WGD might contribute synergistically to genome evolution, but it is difficult to assess the relative impact of DSB induction and genome rearrangements in diploid vs haploid yeast, or tetraploid compared to diploid plants.

To address these questions, we establish a new tool to induce artificial large-scale genome rearrangements by introducing multiple genomic DSBs, which are formed simultaneously in living cells by the heat-activated endonuclease TaqI from *Thermus thermophilus* HB8^14,15^. By applying this system to *S. cerevisiae* and *A. thaliana* cells exhibiting different ploidy, we successfully monitor the process of genome rearrangements after formation of multiple DSBs, as well as the impact of each rearrangement on phenotypic diversification.

Notably, analyses of long-read/short-read high-throughput resequencing and chromosomal size reveal that multiple simultaneous DSB formation caused gross genome rearrangements at a higher frequency in diploid yeast cells than in haploid cells. Additionally, induced DSBs promote large-scale genome rearrangements in *Arabidopsis* more readily in tetraploids than in diploids. Moreover, genome-rearranged yeast cells and plants show enhanced phenotypic diversity based on their higher degree of ploidy. Our findings suggest that formation of multiple DSBs allow complexed genome rearrangements and phenotypic diversification, particularly in combination with WGD.

## Results

### Induction of genome rearrangements by multiple DSB formation

To monitor the process of genome rearrangement, we newly developed a method involving TaqI-aided genome rearrangement (hereafter referred to as the “TAQing system”), as illustrated in Fig. 1a. We first verified the TAQing system in vegetative haploid *S. cerevisiae* cells (YPH499). TaqI is a four-base endonuclease that specifically recognizes the TCGA palindrome and can theoretically cleave genomic DNA once every 256 base pairs. This TCGA sequence can help us consider the causal relationship between rearrangement events and the adjacent potential DSB sites, which are difficult to estimate in radiation-based or mutagen-based conventional mutagenesis. TaqI activity is temperature-dependent and only functions at temperatures >37 °C (Supplementary Fig. 1a). The full-length *TaqI* gene was conditionally expressed in the presence of Cu^2+^ from vectors harboring a Cu^2+^-inducible promoter (Fig. 1b) and activated one-time by transient heat treatment. Heat treatment tentatively induced random formation of DSBs at multiple chromosomal sites, as confirmed by Rad51 foci formation (Supplementary Fig. 1b), a DSB-dependent band shift in the DNA damage checkpoint proteins Rad53 and Rad9 (Fig. 1c), and degradation of chromosomal bands in pulse-field gel electrophoresis (PFGE) (Fig. 1d). Based on the degree of broken DNA fragments according to PFGE analysis, we estimated that the DSB frequency was comparable to that in diploid meiotic yeast cells^16^, which reportedly produce ~200 DSBs per cell.

**Fig. 1:**
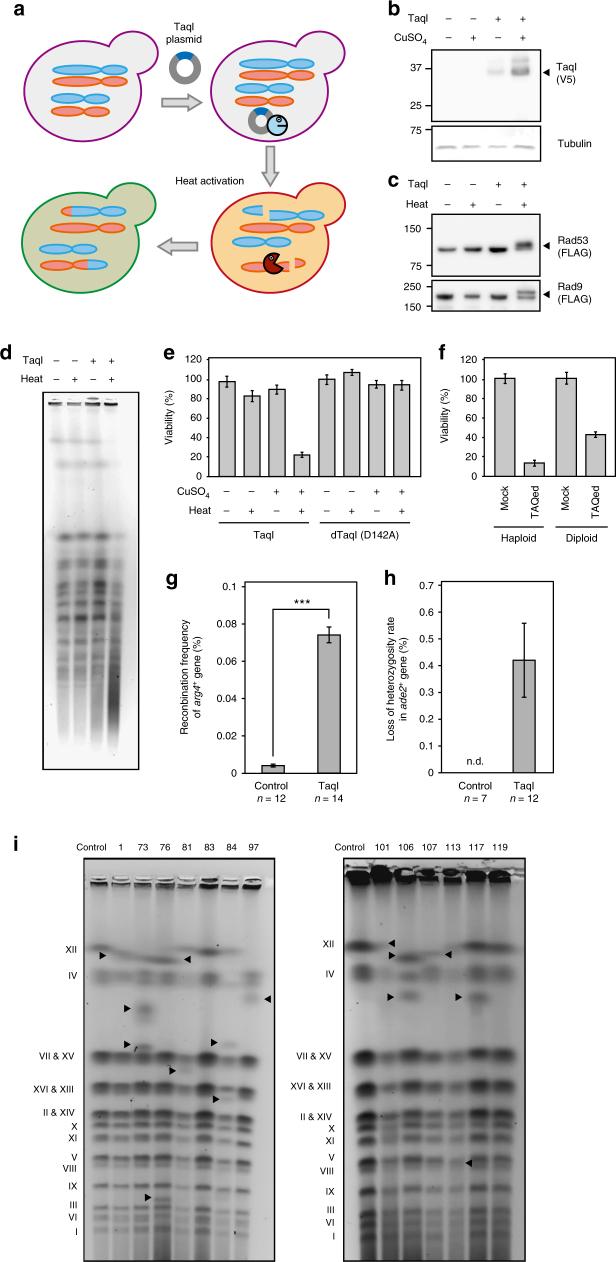
DSB formation by heat-activated TaqI. **a** Schematic diagram of the TAQing system. A TaqI-expression vector was introduced into yeast cells, followed by transient heat activation of TaqI (inactive, blue circle; active, red circle) to generate DSBs in vivo. Red and blue ovals represent homologous chromosomes. **b** Cu^2+^-induced TaqI-expression analysis in haploid (YPH499) cells. An arrowhead indicates TaqI protein. **c** Immunodetection of DSB-induced Rad53 and Rad9 band shifts. Arrowheads indicate the phosphorylated forms of Rad53 and Rad9. **d** Chromosome-break analysis by pulse-field gel electrophoresis (PFGE). **e** Cell viability after TaqI activation in haploid cells (*n* = 5). dTaqI; dead (inactive) TaqI mutant. **f** Cell viability after TAQing in haploid and diploid cells (*n* = 5). Mock; no CuSO_4_ and no heat activation. **g** Homologous recombination rate at *arg4-nsp*/*arg4-bgl* heteroalleles in diploid (MJL1720) cells. **h** Loss-of-heterozygosity frequency of the *ADE2* marker in fused diploid (WT14) cells. Data represent the mean ± SEM. ***P < 0.001; Welch’s *t*-test. **i** PFGE analysis of chromosome sizes in TAQed diploid strains exhibiting altered cell morphologies. Arrowheads indicate chromosomes with size difference. Chromosome number is shown on the left

This condition of TAQing with heat-activation resulted in a reduced number of substantially viable cells (~20% viability in haploids and 40% in diploids; Fig. 1e,f). Introduction of an inactive TaqI variant (dTaqI; with a D142A mutation) into yeast cells resulted in no such effects on viability (Fig. 1e), indicating that the reduced viability was caused by TaqI DNA cleavage.

To determine whether activated TaqI could induce homologous recombination (HR) in diploid cells, we monitored interallelic gene conversion of the *arg4-nsp*/*arg4-bgl* heteroalleles, finding a marked (18-fold) increase in HR frequency (Fig. 1g). In addition, loss-of-heterozygosity assays (Fig. 1h) showed that TaqI heat activation markedly induced gene conversion or unequal crossing over.

PFGE experiments revealed that 28.1% (9/32) of activated TaqI-treated (“TAQed”) diploids exhibited changes in chromosome size, whereas this was observed in only 3.1% (1/32) of mock controls. Importantly, no visible rearrangements were observed in TAQed haploid clones (0%, 0/16; Supplementary Fig. 2a and Table 1), suggesting that yeast diploids underwent genome rearrangements much more efficiently than haploids. These results indicated that the TAQing system was capable of inducing large-scale genome rearrangements more efficiently in yeast diploids than in haploids. A possible explanation for this is that haploids are less tolerant of gross genome rearrangements than diploids because of the lower redundancy of their genetic information.

**Table 1:** Summary of mutation types in Fig. 2a

Type of rearrangement	Numbers of events (in 13 strains)	Note
SNVs	17	
Insertion	6	
Deletion	1	
Aneuploid	7	4 losses
Break-induced repair	10	2 in rDNA regions
Short gene conversion	40	
Translocation (non-homologous)	6	
Translocation (homologous)	3	2 in Ty-like regions 1 in rDNA region

### Rearrangements between homologous sequences and DSB ends

Of the 2307 colonies of TAQed cells, we selected 178 mutants which formed smaller colonies (<20% of the area). In total, 131 of these mutants showed altered cell morphology revealed by microscopic observation (1.56 ± 0.43-fold larger cell area, mean ± SD; Supplementary Fig. 2c,d). Additionally, 11/13 mutant isolates exhibited altered chromosomal size detectable by PFGE analysis (Fig. 1i), suggesting that the massive genome rearrangements frequently accompanied phenotypic changes. 

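Genomic DNA of 13 TAQed diploid strains and of their parent WT14, the fused diploid of S799 and YPH499 that served as the control without TaqI activation, was compared by array comparative genomic hybridization (aCGH). In this assay, DNA of a strain labeled with Cy5 and DNA of a reference labeled with Cy3 compete for the same probes, so that the ratio of both signals follows the relative copy number. WT14 was the Cy3 reference on all 14 arrays, and on 1 array it was also the Cy5 sample. The TAQed strains were numbers 1, 73, 76, 81, 83, 84, 97, 101, 106, 107, 113, 117 and 119, with 1 array each and no dye swap, so no value below has a replicate of its own. According to the paper, 100 ng of genomic DNA was labeled and TaqI was expressed with 150 µM CuSO4 for 4 h and activated at 42 °C, and the sample labels give 30 min for the heat step. Each array held 59541 probes, with a median spacing of 194 bases between nuclear probes in the coordinates of genome build sacCer2. The authors deposited the scanner output of Feature Extraction, in which both signals were background-subtracted and scaled to each other by a linear dye normalization. From these processed signals the log2 ratio of Cy5 over Cy3 was computed here for each spot, spots with outlier flags were left out, spots of the same probe were averaged, and each array was centered on its median. The loss of 1 of 2 copies corresponds to a log2 ratio of -1 and the gain of 1 copy to 0.58. The median Cy5 signal was between 157 and 284.5 on the arrays other than that of strain 81, over a local background of 12 to 13, and at least 99.4% of the spots were well above background. On the array of strain 81 the median Cy5 signal was 25 over a background of 10, with 84.6% of the spots well above background, and the noise SD between neighboring probes was 0.186 against 0.114 on the WT14 array. The arrays lay on 2 slides, of which slide 1 held WT14 and 5 TAQed strains and slide 2 held 8 TAQed strains. Chromosomes were divided into segments of at least 10 probes by least-squares segmentation, and a segment was called a gain above 0.3 or a loss below -0.3 on the log2 scale, since the paper's text does not name a threshold.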

To identify the precise genomic alterations, 13 mutant isolates exhibiting altered morphology were further examined by combined long-read/short-read high-throughput sequencing and tiling-array analyses (Supplementary Fig. 2c).

The fused parental diploid WT14 (*MATa/a*) strain shared 0.7% single nucleotide variations (SNVs)^17^, which enabled the identification of chromosomal-rearrangement sites in the mutants. Accordingly, the genome sequences of the parental strain were reassembled from the high-throughput resequencing data generated by short-read Illumina MiSeq (>500 coverage; Illumina, San Diego, CA, USA) and long-read PacBio RSII (>87 coverage; Pacific Biosciences, Menlo Park, CA, USA) sequencing.

Comprehensive resequencing of the 13 TAQed mutant isolates (MiSeq: 73–254 coverage) showed an average of 1.3 SNVs/strain (Fig. 2a and Table 1; Supplementary Table 1), whereas SNVs were absent in the control diploid without TaqI activation. It should be noted that the frequency of TaqI-mediated canavanine-resistant colony formation, which supposedly reflects mutation frequency, was substantially reduced (~50%) in *rev3∆* (error-prone DNA polymerase) mutant cells^18^ (Fig. 2b). This suggested that these mutations, as reported previously^19^, were at least partly induced by error-prone DNA repair of TaqI-mediated DSBs that proceeded not via canonical non-homologous end-joining (C-NHEJ), but via HR or microhomology-mediated end-joining (MMEJ; or alternative NHEJ, A-NHEJ) associated with a rather long resection.

**Fig. 2:**
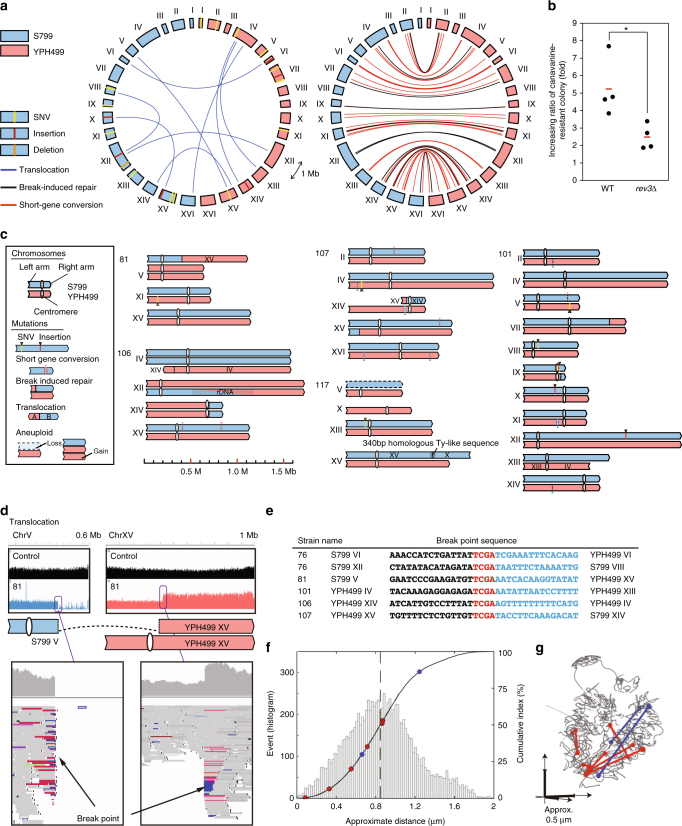
Chromosome structures in TAQed yeast strains. Genome variations in the 13 TAQed strains derived from a heterozygous diploid strain (S799 and YPH499 parental strains). **a** Circular diagram of SNVs, InDels, short-gene conversions (SGCs, red), break-induced repairs (BIRs, black), and translocation (TLs, blue) in the 13 TAQed strains. YPH499 chromosomes, red arcs; S799, blue arcs. **b** Increasing ratio of canavanine-resistant colonies following TAQing treatment. The red line indicates mean of four independent experiments. *P < 0.05; Welch’s *t*-test. **c** Schematic diagrams of rearranged chromosomes in aneuploid TAQed strains. **d** Chromosome-wide mapping examples for control (black) and TAQed strains (S799, blue; YPH499, red) with a typical chromosomal rearrangement, the TL. Magnified views around the TL breakpoint is shown. **e** TL-breakpoint sequences in five TAQed strains. **f** Distance distribution (histogram and cumurative index curve) of randomly selected two alleles or loci pairs for TL events in the previous Hi-C data. Red and blue dots represent loci pairs for C-NHEJ-mediated and HR-mediated TLs, respectively. **g** 3D location of loci pairs associated with TL events. Red and blue dots linked with lines represent loci pairs for C-NHEJ-mediated and HR-mediated TLs, respectively

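Regions of at least 20 kb on the arrays of 5 strains drawn in Fig. 2c are given here in part, in sacCer2 coordinates. Strain 101 had 6 such regions, strain 106 had 16, strain 117 had 8, and strains 81 and 107 had 2 each. Over each of those listed by position, WT14 against itself had a median between -0.02 and 0.04. In strain 81, chromosome V was gained from 88 to 348031 (median log2 ratio 0.56) and chromosome XV from 414470 to 1091184 (0.65). In strain 101, chromosome IV was gained from 17432 to 445751 (0.71) and chromosome XIII was lost from 272181 to 924290 (-1.07). Strain 106 had a gain on chromosome IV from 295146 to 1448758 (0.64), a loss on the same chromosome from 156 to 128884 (-0.41) and a gain on chromosome XIV from 647498 to 710230 (0.33). Chromosome XII of this strain was gained from 192684 to 467825 (0.42) and from 489761 to 789620 (0.44), on both sides of a stretch with few probes. The lower values of strain 106 near chromosome ends shift its medians there, so sizes under 0.5 in this strain do not give a copy number. Its 11 regions not listed are losses with medians of -0.38 to -0.31 on chromosomes I, III, V, VI, IX, X and XIV. Strains 101 and 117 also had gains of 0.32 to 0.37 on both sides of the sparse stretch of chromosome XII, and losses of -0.33 and -0.46 within it, where WT14 gave -0.43 and -0.44. The region of strain 101 at the right end of chromosome VII is not listed either. In strain 107, chromosome XIV was lost from 16019 to 614307 (-1.04) and chromosome XV was gained from 15270 to 47262 (0.53). Strain 117 lost chromosome V from 10201 to 115797 (-1.19) and from 117558 to 566630 (-1.09). The gap holds a short stretch of high ratio, described below, at 3.58 in this strain, so the split does not show separate losses. It also lost chromosome X from 416201 to 472256 (-1.06) and from 484031 to 726808 (-1.13), and chromosome XV from 980207 to 1082232 (-1.16). Over the settings tried, the number of regions of this length on all TAQed arrays ranged from 34 at a threshold of 0.4 to 104 at a threshold of 0.2.

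**Figure D1:**
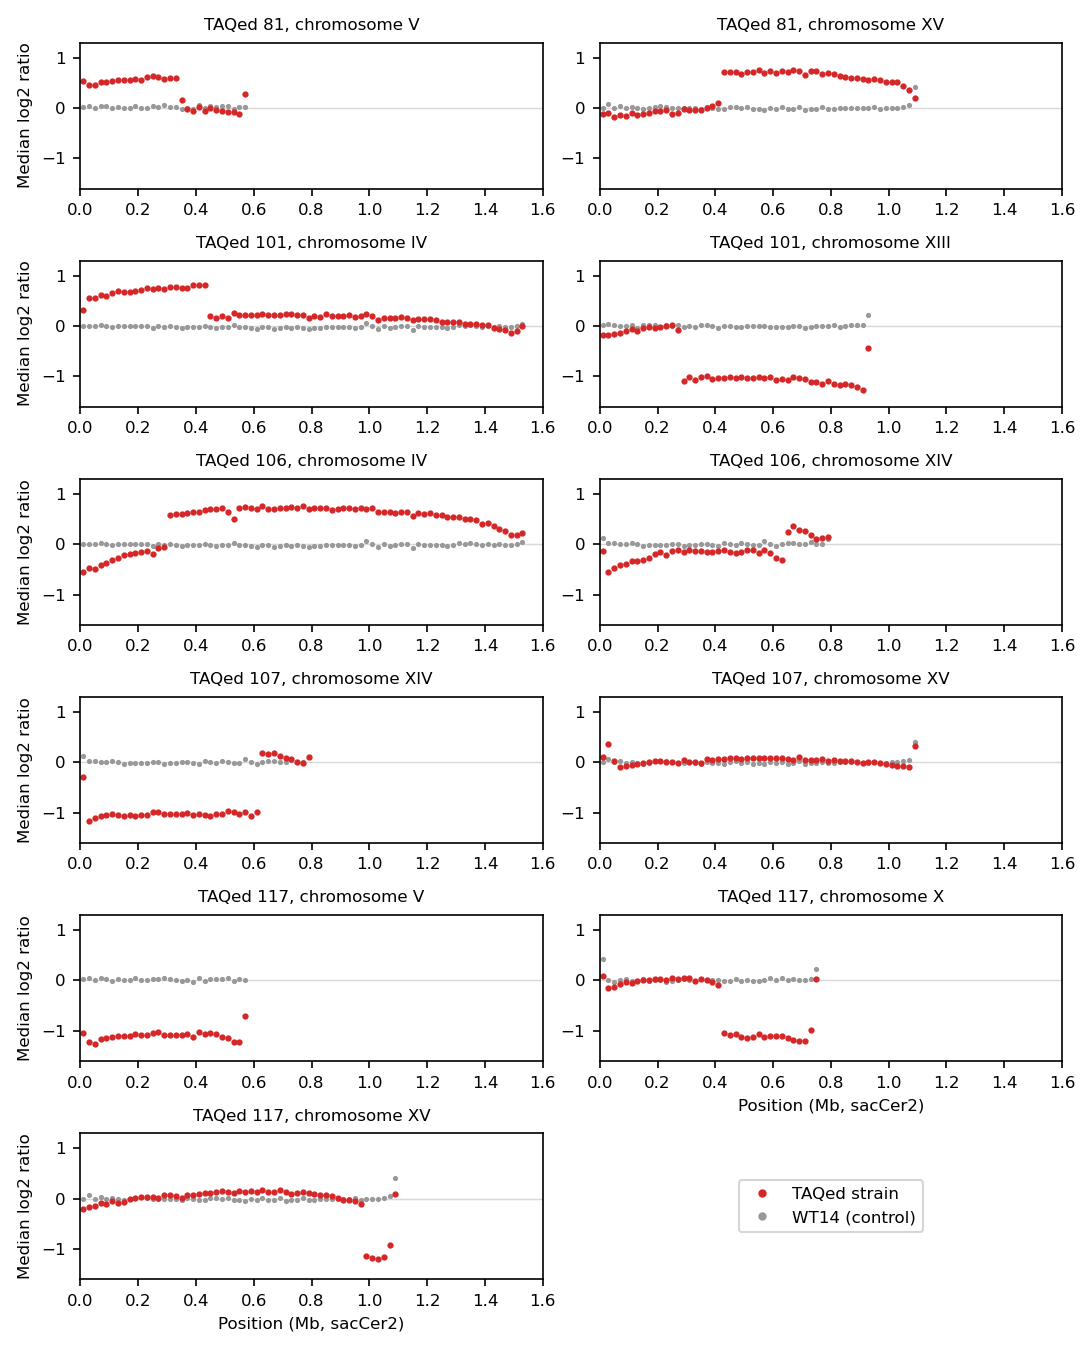
Median log2 ratio over WT14 in bins of 20 kb (vertical axis) against the position in Mb on the sacCer2 chromosome (horizontal axis) for 5 TAQed strains (red) and WT14 against itself (gray). Strain 101 changes level near 445751 on chromosome IV, and strain 107 near 614307 on chromosome XIV.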

We found that TaqI activation promoted various types of chromosomal aberrations (Fig. 2a,c,d; Supplementary Figs. 3 and 4, and Table 1), none of which were detected in the mock control. 

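On the WT14 array, the medians of the 16 chromosomes lay between -0.01 and 0.03 on the log2 scale, and no chromosome was called. Both dyes carried WT14 DNA on this array, so a change in WT14 itself would cancel. It shows the technical spread and cannot show whether clones without TaqI activation carry changes. On the arrays of the 13 TAQed strains, 6 chromosomes were called changed along at least 80% of their probes, 1 as a gain and 5 as losses. Chromosome XII of strain 73 had a median of 0.68. Chromosome V had a median of -1.15 in strain 113 and of -1.10 in strain 117. The median of chromosome VIII in strain 119 was -1.05, and that of chromosome I in strain 113 was also -1.05. Chromosome I of strain 106 was called at a median of -0.31, far from the value of a lost copy, in a strain whose chromosome ends lay lower than the middles on all 16 chromosomes. With a threshold of 0.2 in place of 0.3, the setting that moved this count most, 13 chromosomes were called.
Counted by segment, those on the 6 called chromosomes included, 470 segments were called on the TAQed arrays, 318 gains and 152 losses. There were 11 to 55 segments per array, with a median of 32. These count segments over short stretches of high ratio on chromosomes III and V in 12 TAQed strains. Such stretches may come from an extra DNA element, as described below, and not from a change in chromosomal copy number. On the WT14 array 23 segments were called, of which 20 were under 20 kb long and lay within 20 kb of a chromosome end, as did 249 of the 470. The number of segments alone did not separate the groups, with a mean difference of 13.15 segments per array (exact permutation test, two-sided, p = 0.429), and 1 control array allows no p below 0.071. Taking the values of the series matrix in place of the scanner files moved the number of segments most, to 227. Joined over gaps under 20 kb, the called segments formed 55 regions of at least 20 kb on the TAQed arrays, 22 gains and 33 losses. These include regions on the 6 called chromosomes, and 16 of the 55 were in strain 106. Chromosome V of strains 113 and 117 enters as separate regions on both sides of its short stretch of high ratio. The WT14 array, with the same DNA in both dyes, had 0 such regions, and its longest called segment was 16 kb. At these settings, each of the 13 TAQed arrays had at least 1 such region. In strains 1 and 97 it was a loss on chromosome XII from 469004 to 489730, at medians of -0.54 and -0.40, where WT14 against itself also gave -0.44. In strain 83 it was a gain at the left end of chromosome IX at 0.47, where WT14 gave 0.37, and a joined region on chromosome XVI with a median of only -0.07. Some TAQed arrays had 0 regions under other settings. These were strains 1, 81 and 97 under normexp, and strains 1, 83 and 97 after loess and after subtraction of the WT14 ratio, among others. Normexp adds an offset of 50 to both signals, above the median Cy5 signal of 25 on the array of strain 81, which shrinks its ratios. The WT14 array had 1 region under 4 of 14 other settings, leaving out the subtraction of its own ratio. From the various types of aberration in the TAQed strains and their absence in the mock control, the paper states that TaqI activation promoted chromosomal aberrations.

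**Figure D2:**
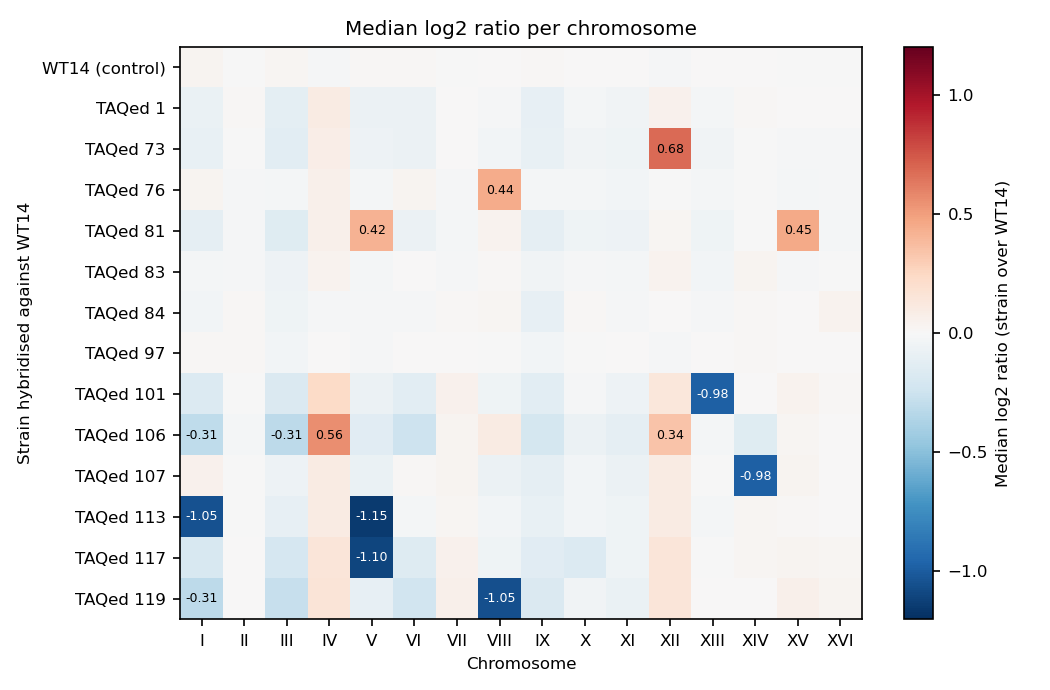
Median log2 ratio of each strain over WT14 for the 16 chromosomes (columns) of WT14 and the 13 TAQed strains (lines), with values printed where they exceed 0.3 in size. Gains are red and losses blue, and the WT14 line stays between -0.01 and 0.03.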

We detected 40 non-reciprocal inter-homolog short gene conversions (SGCs; 0.7–30 kb; average length: 7.0 kb) (Fig. 2a and Table 1), confirming that yeast cells underwent HR-based repair very efficiently. Notably, all six non-homologous translocation (TL) breakpoints were at TaqI-recognition sequences (Fig. 2d, e; Supplementary Table 1) without any deletions, suggesting that the cohesive two-nucleotide overhangs at TaqI-generated DSBs could be directly joined in vivo, possibly without any resections of DSB ends. Such a high incidence of unequal TLs after DSB formation in mitosis is distinct from their scarce occurrence after natural Spo11-induced meiotic DSB formation in *S. cerevisiae* reversion assays^20^.

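The arrays do not read the joined bases, so the recognition sequences were not analysed here. They do show a step in copy number where one side of a non-homologous translocation is present in another number of copies. On each chromosome that Fig. 2e names for a strain, the boundary between segments was taken whose step exceeded most the median step of the other 13 arrays. The step is the median log2 ratio of the probes within 20 kb to the right minus that to the left, given with the start of the first probe on the right in sacCer2. In strain 76, the steps on chromosome VI were 0.61 at 32247 and -0.63 at 107230. Its translocation between chromosomes VIII and XII showed steps of 0.56 at 218188 on chromosome VIII and 1.00 at 77678 on chromosome XII. Strain 81 had steps of -0.67 at 348004 on chromosome V and 0.65 at 414470 on chromosome XV. In strain 101 the step was -0.66 at 446018 on chromosome IV and -1.11 at 272181 on chromosome XIII. Strain 106 had a step of 0.70 at 295146 on chromosome IV and of 0.69 at 647498 on chromosome XIV. For strain 107 the values were -0.57 at 47365 on chromosome XV and 1.19 at 614709 on chromosome XIV. At the same positions, no step on the 13 other arrays was larger than 0.11 in size, and none on the WT14 array larger than 0.04. This comparison favors the strain in which the boundary was picked. When the same rule picked a boundary on the other TAQed arrays, a step at least as large was found in 10 of 168 pairs of array and breakpoint, counting also the breakpoints of strain 117, and the median picked step was 0.08 in size. On the WT14 array the rule found a boundary on 3 of the 16 chromosomes, and the largest step it picked was 0.58 in size, on chromosome XII, which exceeds the smallest of the steps above. With normexp background correction the steps of strain 81, whose array was dim, shrank to -0.13 and 0.15. The normexp offset of 50, above the median Cy5 signal of 25 on that array, shrinks ratios by itself. That setting therefore does not test the steps of strain 81. Under the other alternatives no step was smaller than 0.42 in size. The outer probes beside a boundary lay at most 401 bases apart, which limits how closely the array places it.

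**Figure D3:**
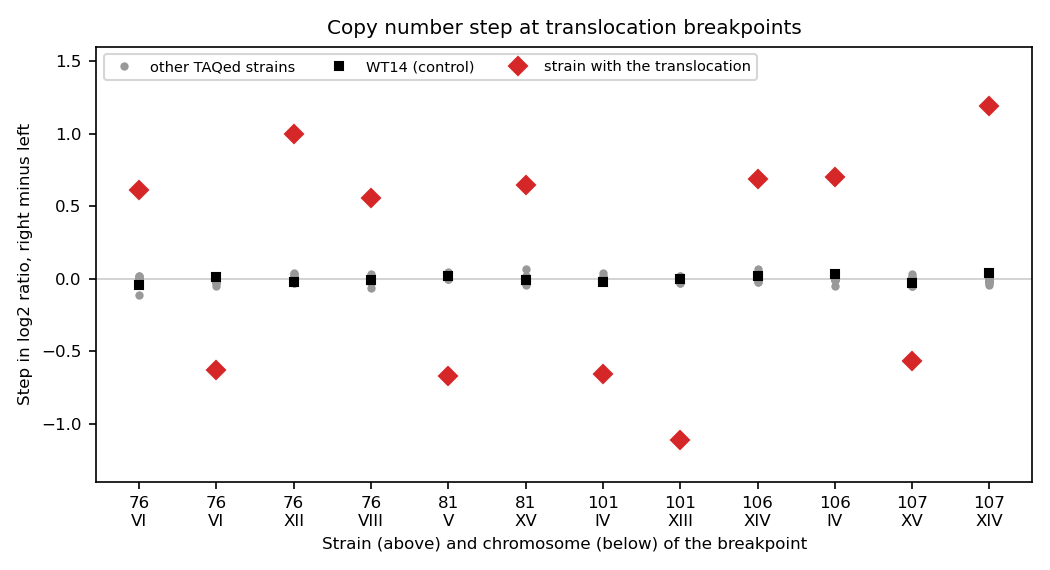
Step in log2 ratio, right minus left, at 12 breakpoints of non-homologous translocations (horizontal axis: strain and chromosome). Red diamonds are the strain with the translocation, gray points the other TAQed strains and black squares WT14 against itself, all at the position picked in the strain.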

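Fig. 2c draws a fusion of chromosomes X and XV in TAQed strain 117 at a Ty-like sequence. On the array of this strain the log2 ratio fell by 1.01 at 416201 on chromosome X and by 1.04 at 980207 on chromosome XV (sacCer2), each as the median of the probes within 20 kb to the right minus that to the left. At these positions the 13 other arrays had steps between -0.05 and 0.04. Both boundaries were picked by the rule used for the non-homologous translocations. Over those 12 breakpoints and this pair, the median size of the step was 0.68, and normexp background correction moved it most, to 0.71. Single steps moved in both directions under normexp. Those of strain 117 shrank in size, to -0.69 on chromosome X and -0.71 on chromosome XV. The step at 107230 on chromosome VI of strain 76 grew from -0.63 to -0.82. Under a smaller penalty, a larger penalty and subtraction of the WT14 ratio, 11 of the 14 boundaries stayed at the same probe, and the largest move was 505 bases.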

Two isolates harbored chromosomes with fused TL breakpoints within Ty-retrotransposable elements, and another isolate had a chromosome fusion within a repetitive ribosomal DNA (rDNA) region (Fig. 2c and Table 1). This was consistent with previous studies reporting that chromosomal TLs in *Saccharomyces*-like species are often associated with Ty elements or repetitive sequences^21^. These results indicated that the TAQed yeast cells were susceptible to massive chromosomal rearrangements, which occurred between homologous sequences or unprocessed DSB ends.

We also examined the three-dimensional (3D) positioning of loci surrounding the TL breakpoints by referring to the chromosomal contact information revealed by a previous Hi-C study^22^. According to Hi-C data, the average distance of any random two-chromosome loci in *S. cerevisiae* was calculated at 0.86 µm. The distances for the four pairs of six chromosomal loci for C-NHEJ-joined unequal TLs were smaller than this average, whereas those for the remaining two pairs were near this average (Fig. 2f,g). The average distance of all six C-NHEJ-joined unequal translocated loci pairs was 0.57 µm. Notably, the pairs of chromosomal-breakpoint loci for TL-Chr4:13, TL-Chr5:15, and TL-S799Chr6:YPH499Chr6 were located particularly close to each other (Fig. 2f,g). These results suggested that C-NHEJ-mediated TLs occurred between loci in relatively close proximity. It should be also noted that two pairs of breakpoint loci for TL-Chr10:15 and TL-Chr4:16, which were assumed to result from HR events between Ty-repetitive sequences, were located at relatively distant chromosomal domains (Fig. 2f,g).

### TAQed yeast genomes confer marked phenotypic diversity

In addition to variability in the cell size and morphology (see Fig. 3a; Supplementary Fig. 2d), we also detected substantial non-morphological qualitative changes in the TAQed yeast diploids. For example, 6.2% (11/178) isolates exhibited hyper-flocculation or hypo-flocculation phenotypes (Fig. 3b,c; Supplementary Fig. 2c). This TAQing-induced phenotypic diversity led us to further examine whether different traits derived from two strains could be stably combined, as the two strains are subjected to cell fusion, followed by TAQing treatment.

**Fig. 3:**
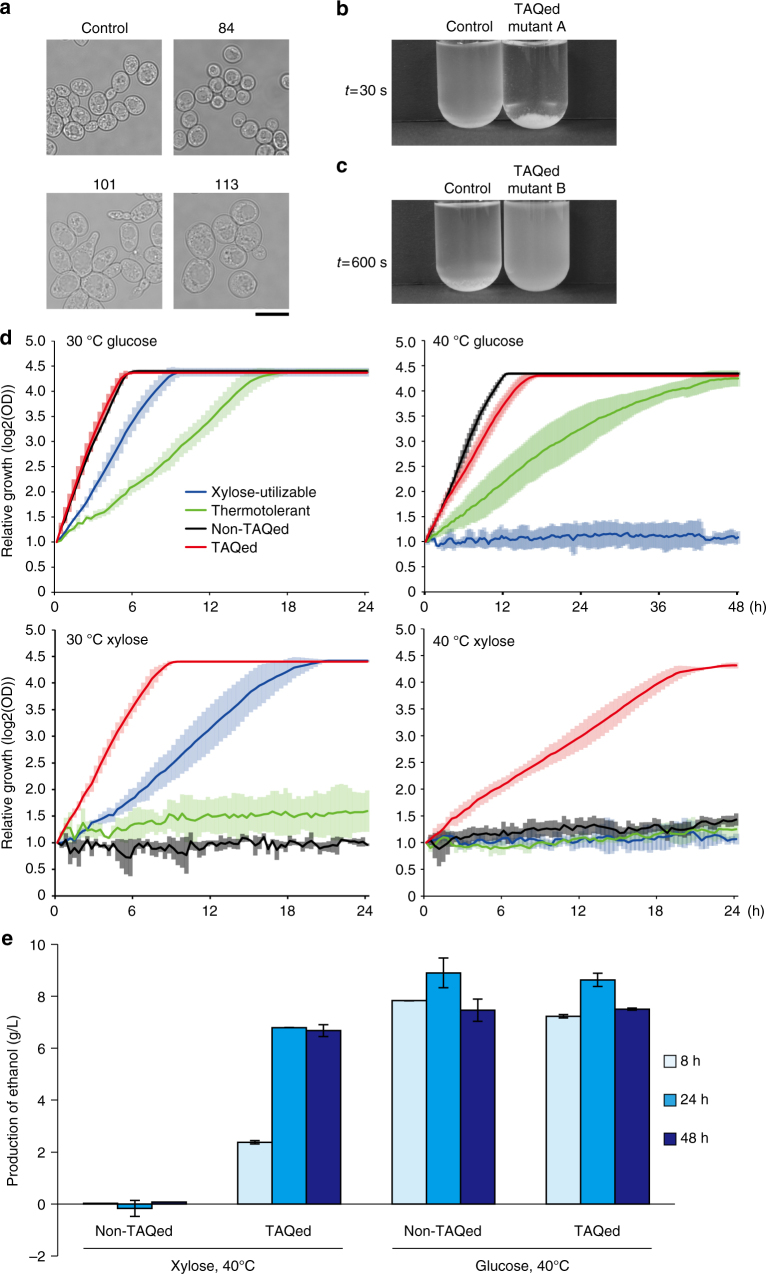
Phenotypic diversification in TAQed yeast strains. **a** Phase contrast images of representative TAQed mutants. Scale, 10 µm. **b**,**c** Heterogeneity in flocculation phenotype in the TAQed strains (a fusion of YPH499 and S799). Images of hyper-flocculation **b** and hypo-flocculation **c** mutants at the indicated times after mixing. Control, non-TAQed strain. **d** Growth curves of xylose-utilizable haploid (W700M2), thermotolerant haploid (N44D), non-TAQed, and TAQed fused diploids (SNT17 and SNT11-2×40, respectively) in glucose-containing or xylose-containing media at 30 or 40 °C. Optical density at 600 nm (OD_600_) of each independent culture initiating from a low cell density (<OD = 0.001) was measured at every minute. We set the *t* = 0 point as OD_600_ = 0.2 when cells undergo exponential growth. We plotted averages of each 10 min interval of three biological replicates along with standard deviations (vertical bars). Non-TAQed fused diploid cells grew faster with glucose at 40 °C than other strains, but did not with xylose at 40 °C. Only TAQed strain proliferates well in the presence of xylose at 40 °C. **e** Ethanol production in culture supernatant was measured after culturing in glucose-containing or xylose-containing media at 40 °C for 8, 24, and 48 h. The average of three individual replicates, error bars are ± SD

To investigate this, we fused a xylose-utilizable haploid strain (capable of growing on xylose-containing medium) and a thermotolerant haploid strain (which can grow at 40 °C) to obtain a non-TAQed diploid cell-fusion strain. This fused non-TAQed strain initially exhibited both xylose-fermentation ability and thermotolerance; however, after multiple passages, one of such combined phenotypes was lost, as it ceased to grow on xylose-containing medium at 40 °C.

We then heat treated the freshly prepared fused non-TAQed diploid to induce TAQing, followed by single-colony isolation on xylose-containing medium at 40 °C. As a control, non-TAQed fused strains were subjected to the same procedure in the absence of TAQing (Supplementary Fig. 5a).

Notably, only the TAQed diploid continued to grow stably under the combined stress environment during selection (Fig. 3d), suggesting that the non-TAQed fusion lost one of the combined traits during preculture. It should be noted that the ethanol-production efficiency of the TAQed mutant in xylose-containing medium was as effective as that in glucose-containing medium (Fig. 3e). We subsequently confirmed that such combined phenotypes could be stably inherited over 10 times of passages in the TAQed fusion strain, whereas the non-TAQed fused diploid easily lost one of the favorable phenotypes (Supplementary Fig. 5b–d). These results showed that genome rearrangements induced by the TAQing system substantially contributed to phenotypic diversification and stable inheritance of useful combined quantitative traits after at least 10 passages.

### TAQing in plants

To monitor the rearrangement process after multiple DSB formations in multicellular organisms, we tested the TAQing system using diploid *A. thaliana* plants harboring the TaqI-expression vector along with the constitutive CaMV 35S promoter [TaqI^+^(2n)]. To examine the effects of WGD, diploid plants were treated with colchicine to produce tetraploids, followed by transformation of the TaqI-expression vector [TaqI ^+^(4n)](Supplementary Fig. 6). These plants were incubated at 37 °C for 24 h to activate TaqI (Fig. 4a). We observed an ~10-fold upregulation in expression of the DSB repair gene *AtRAD51*^23^ was upregulated ~10-fold in TAQed diploid [TaqI^+^(2n)] and tetraploid [TaqI^+^(4n)] plants (Fig. 4b). A β-glucuronidase (GUS) recombination reporter assay^24^ revealed a marked increase (>20-fold) in HR events in cotyledons of the TAQed plants (Fig. 4c). While both diploid and tetraploid plants exhibited growth retardation, likely due to DNA damage-induced cell arrest^25^, most plants were fertile and produced viable seeds with slightly lower yields (Supplementary Fig. 7).

**Fig. 4:**
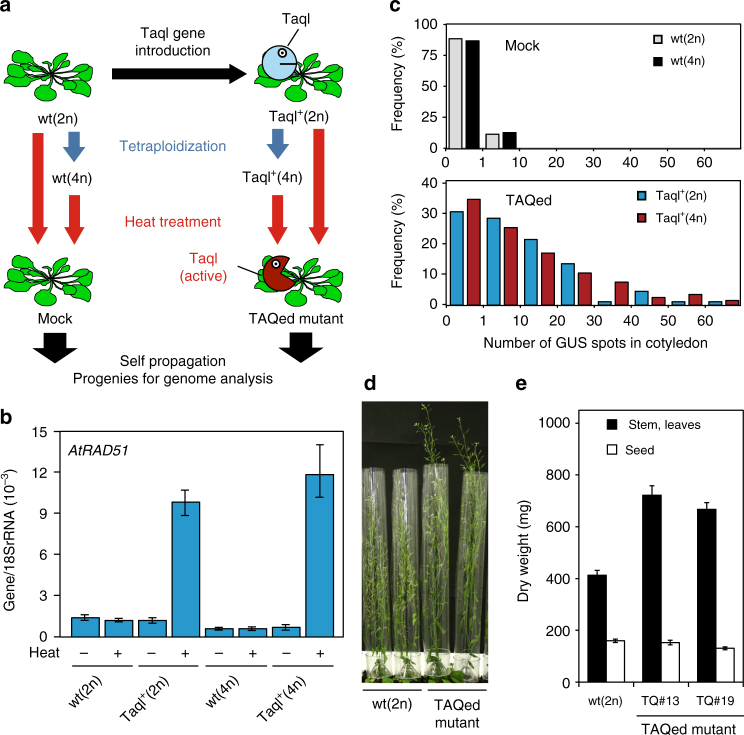
TaqI-induced DSBs and mutations induced in *Arabidopsis* plants. **a** Experimental scheme of induced genome rearrangements in diploid and tetraploid plants. Diploids and tetraploids harboring TaqI transgene are indicated as TaqI^+^(2n) and TaqI^+^(4n), respectively. **b** *AtRAD51* mRNA expression following TaqI activation. Data represent the mean ± SEM (*n* = 3). **c** Frequency distribution of blue spots by GUS-reporter gene recombination in cotyledons of TAQed diploid [TaqI^+^(2n)] and tetraploid [TaqI^+^(4n)] plants. **d**,**e** The biomass growth phenotype increased in TAQed mutants. **d** Image shows control and TAQed mutant (#13, left; #19 right) plants grown in soil for 54 days, **e** dry weight of plants grown in soil for 14 weeks. Data represent the mean ± SEM (*n* = 20)

Some progenies of TAQed plants showed changes in both morphology and biomass (Fig. 4d; Supplementary Fig. 8a). The stem lengths of TAQed mutants #13 and #19 were 30% higher (Fig. 4d) than that observed in the mock control. Additionally, compared to wild-type plants, the TAQed mutants showed a 40% increase in biomass (dry weight of aerial parts) (Fig. 4e)^26^. Importantly, the relative distribution of stem lengths in the 81 TAQed tetraploid (TQ4) plants was significantly broader (*P* < 0.01, *F*-test) than that in the 40 TAQed diploid (TQ2) plants (Supplementary Fig. 8b), with the variance in the stem-length distribution in the TQ4 plants (*σ*^2^ = 6.65 × 10^−2^) is 4.3-fold greater than that in TQ2 plants (*σ*^2^ = 1.53 × 10^−2^). Thus, TAQing-induced genome rearrangement leads to greater phenotypic diversification in tetraploids than diploids.

Notably, plants undergoing massive chromosomal rearrangements exhibited changes in leaf size (Fig. 5a) that were successfully transmitted to offspring (Fig. 5b). Specifically, in the case of TQ4_e progenies, the fusion of Chr1 and Chr4 might affect the plant size. These data indicated that the new quantitative traits acquired by the TAQing system were stably inherited and retained over at least three generations.

**Fig. 5:**
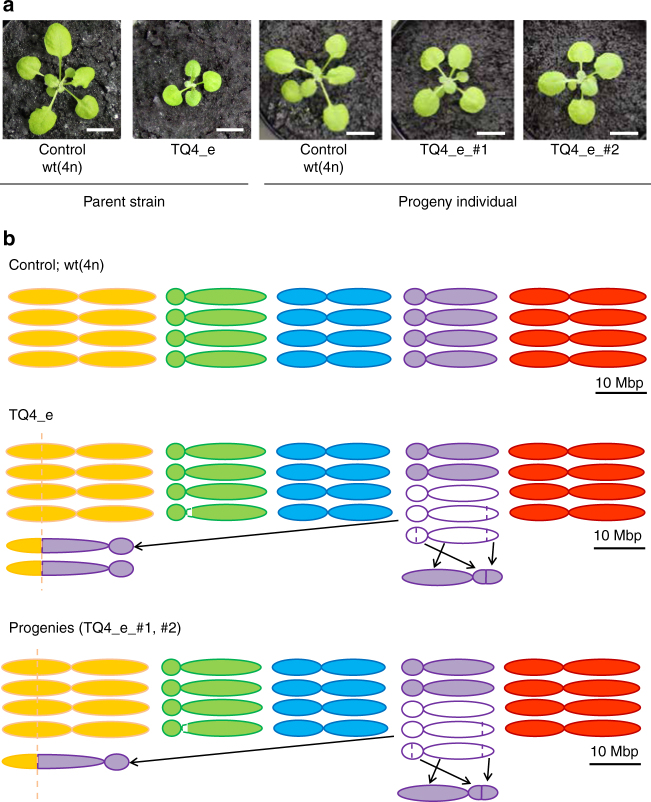
Changes in leaf size and estimated chromosome structure in TQ4_e and progenies plants. **a** Images and **b** estimated genome structure of TQ4_e (TAQed mutant), progenies (TQ4_e_#1 and #2) and control plants grown in soil for 3 weeks. Scale, 10 mm

### More highly complex rearrangements occur in tetraploids

We then conducted combined tiling-array analysis and short-read high-throughput resequencing of TAQed plants, detecting ~25 mutations/genome in TQ2 and TQ4 plants (Fig. 6a, Supplementary Data 1), which was 2–4-fold higher than that observed in wild-type plants and mock controls^27^. We also observed increases in the number of insertions/deletions (InDels) in TAQed progenies (Fig. 6a).

**Fig. 6:**
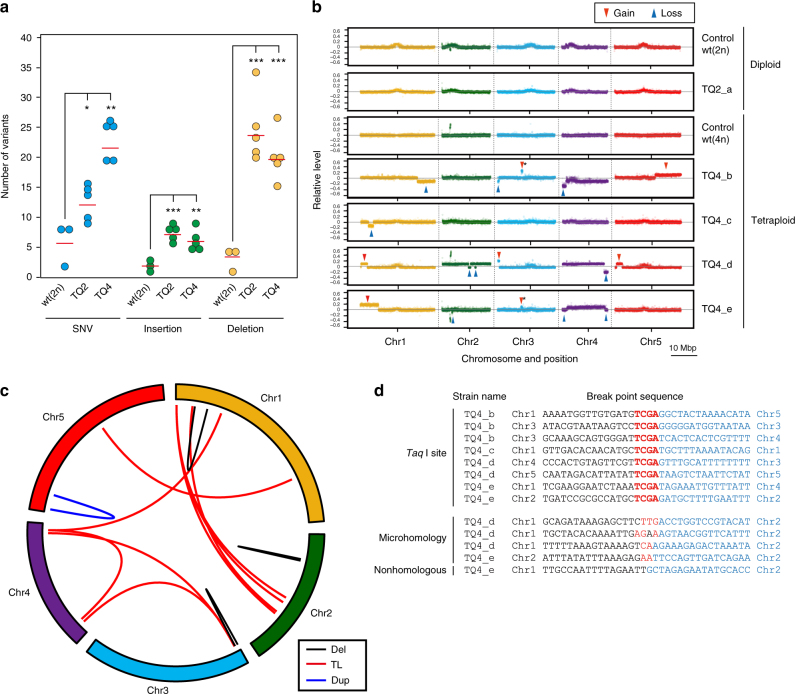
TaqI-induced large copy number variations (CNVs) and chromosome rearrangements in *Arabidopsis* plants. **a** Number of SNVs and InDels in TAQed diploid (TQ2) and tetraploid (TQ4) progenies. Data represent the number of individual variants (dots) and the mean (red line) *P < 0.05, **P < 0.01, ***P < 0.001; Welch’s *t*-test. **b** Array comparative genome hybridization (aCGH) karyotyping of TAQed diploid (TQ2_a) and tetraploid (TQ4_b-e) *Arabidopsis* plants with large CNVs and control plants [wt(2n) and wt(4n)]. *Y* axis exhibit relative fluorescence intensity of log_10_ (Cy5[sample]/Cy3[control]). Large CNVs (gain) in the upper arm of Chr3, indicated by an asterisk, were excluded from subsequent analysis because they occurred independently in multiple progenies. **c** Circular ideogram showing all TLs and large deletions identified in four TQ4 strains. **d** Breakpoint sequences in TAQed tetraploids with large CNV events. Consensus sequences are shown in red

On the other hand, 11.3% (9/80) of TQ4 plants showed 22 large CNV events (CNV rate per individual: 0.28) (Fig. 6b; Supplementary Fig. 9a; and Table 2); however, no CNVs (0/16) were found in the mock-control tetraploid plants, indicating that TAQing-mediated DSBs induced the observed higher rate of genome rearrangement in tetraploids. Importantly, large CNV-associated chromosomal rearrangements were not observed in the TQ2 plants (0%, 0/12; Supplementary Fig. 9b; Table 2).

**Table 2:** Frequency of large CNV in TQ4 plants

	TQ2 (*n* = 12)	TQ4 (*n* = 80)	Control wt(4n) (*n* = 16)
Large CNV (number of plants)	0	22 (9)	0
Large CNV rate (CNV event per plant)	0	0.275*	0
Chromosomal CNV (number of plants)	0	42 (37)	3 (3)
Chromosomal CNV rate (CNV event per plant)	0	0.53*	0.19

^*^P < 0.05 by Welch’s *t*-test

Moreover, 46.3% (37/80) of TQ4 plants showed 42 aneuploidies (chromosomal CNVs; aneuploidy rate per individual, 0.53), whereas some chromosomal CNVs (3/16) were detected in mock-control tetraploid plants (aneuploidy rate per individual, 0.19). Similar to previous results, no chromosomal CNVs were detected in 12 TQ2 plants (aneuploidy rate per individual: 0.0) (Table 2). These results suggested that TAQing-induced aneuploidies and CNVs much more effectively in tetraploids than in diploids.

### TLs are often found in the vicinity of transposable elements

Chromosome-rearrangement sites were identified by sequencing the genomes of four TQ4 plants harboring large CNVs (Fig. 6c; Supplementary Fig. 10 and Table 2). We detected eight interchromosomal TLs, one intrachromosomal TL, three large (0.27, 0.49, and 2.03 Mb) deletions, and one tandem duplication. Additionally, large-scale chromosomal rearrangements were frequently found in TaqI-recognition sequences (Fig. 6d), suggesting that TaqI-induced DSBs caused these genome rearrangements via cohesive two-nucleotide overhangs, as observed in *S. cerevisiae* (Fig. 2f). Moreover, 30.7% (4/13) of large CNV events contained microhomology regions (2–3 nucleotides) lacking the TaqI-cleavage site, indicative of error-prone MMEJ/A-NHEJ events (Fig. 6d). In the other cases, similarity between TL-breakpoint sequences was not detected (Fig. 6d). Furthermore, 15.4% (4/26) of TL breakpoints were detected within transposable elements, such as those of the RC/Helitron and LTR/Gypsy families (Supplementary Table 2). A previous study suggested that these transposable elements drive plants evolution by genome shuffling^28,29^.

## Discussion

Our results demonstrated that one-time activation of genome-wide multiple DSB formation is sufficient to efficiently induce large-scale genome rearrangements and phenotypic diversification. These findings suggested that simultaneous formation of multiple DSBs can promotes gross genome rearrangement. We observed that the degree of rearrangements was much more pronounced in cells with higher ploidy. In yeast, massive genome rearrangement was observed in diploids, whereas little chromosomal aberration was detected in haploids. In *Arabidopsis*, large-scale CNVs and aneuploidies were not detected in 16 diploid TAQed plants, whereas tetraploid TAQed plants more frequently induced complex CNV-associated genome rearrangements (42 CNVs in 37 TQ4 plants; Fig. 6b;Table 2; Supplementary Fig. 9a). These data suggested that increased in ploidy allowed higher genomic plasticity^30^ and promoted more complex genome rearrangements. Under the activation conditions used in this study, the TAQing system was assumed to generate nearly 200 simultaneous DSBs, which might not be optimal for the investigation of the DSB effects in cells with lower degrees of ploidy. Usage of different restriction enzymes or activation conditions for TAQing might address this problem.

We observed that WGD-enhanced phenotypic diversity in TAQed yeast and plant cells. For example, the stem-length divergence was 4.3-fold larger in tetraploid TAQed plants than in diploid TAQed plants (Supplementary Fig. 8b). One possible reason for this is that the high redundancy in genetic information acquired following WGD allowed more complexed genome reorganization, whereas such rearrangements tend to cause lethal effects in cells with limited redundancy of genetic information. Therefore, haploids with rearrangements might be quickly eliminated. Another explanation is that WGD alone can promote phenotypic diversification. It is possible that combinatorial patterns of CNVs can be more divergent in cells with higher ploidy.

The increased allowance of phenotype heterogeneity following WGD is consistent with previous studies on natural-selection processes in selfing species. Inbred yeast and selfing plant genomes likely emerge from hybrid fusions or WGD in combination with genomic rearrangements. For example, pentaploid or hexaploid brewer’s yeast (*Saccharomyces pastrianus*) was likely formed from the hybridization of *S. cerevisiae* and the wine yeast *Saccharomyces eubayanus*^31–33^. Moreover, polyploidization and segmented chromosomal duplication in *S. cerevisiae* cause phenotypic changes^34–36^. Therefore, we speculated that the phenotypic diversification of *A. thaliana*^37–39^ and *Brassica rapa*^11,12^ acquired during natural selection might have involved similar mechanisms.

It is intriguing that some TLs occur via C-NHEJ of DSB ends or HR between repetitive sequences. TaqI generates DSB ends with two-bases cohesive 5′ overhangs. Our results indicated that in living yeast and plant cells, many of such DSB ends are directly joined independent of HR without any resection of the DSB ends. We speculated that the majority of TaqI-induced DSBs were promptly joined without causing TLs or any sequence changes; however, these events cannot be detected by DNA sequencing. This idea seems consistent with a recent observation that HR in yeast rDNA regions is dispensable for DSB repair at arrested forks, and that suppression of end resection is important for protecting DSBs from genome rearrangements^40^. It would be instructive to investigate whether the CRISPR-associated DNA-cleaving enzyme Cpf1^41^, which generates staggered DNA ends, could induce TLs between chromosomal sites of interest. Some TL breakpoints are found in homologous and/or repetitive sequences, such as retrotransposons, transposons, and rDNA. These types of rearrangements are postulated to induce large-scale genomic evolution. This idea is supported by a previous observation that rearrangements among chromosomes of *S. cerevisiae*-related species are often associated with retrotransposons^42^. This tendency could be extended in more complex multicellular organisms with an abundance of repetitive sequences. In the somatic cells of multicellular organisms, repetitive sequences or microhomology is often found at breakpoints associated with deleterious chromosomal rearrangements, some of which promote cancer progression.

The TAQing system offers several practical benefits. For example, the breeding of fermentative microorganisms sometimes requires the generation of hybrids from strains with different useful traits. While such fused strains can easily lose one of the useful traits during multiple rounds of passage, rearrangements induced by the TAQing system are highly stable and enable long-range retention of multiple beneficial traits.

The reason for the stable inheritance of acquired traits in TAQed strains remains unknown. In strains obtained by simple cell fusion, chromosomes harboring genes “favorable” for the acquired traits might often be eliminated during multiple rounds of cell divisions, thereby causing trait instability. On the other hand, TAQed stains carry recombined chromosomes with increased copies of favorable genes as a consequence of CNVs, which ultimately reduces the risk of trait loss over multiple passages.

The TAQing system also allows researchers to breed yeast strains for industrial use, even sterile parental strains (e.g., brewery yeast and *Candida utilis*). Additionally, the TAQing system can overcome the bottlenecks of conventional breeding methods, such as mutagen treatments, which results in relatively limited genetic alterations (e.g., point mutations), and radiation-based mutagenesis, which has limitation of genomic rearrangements due to the lethal effects of irradiation.

Another important approach to artificially evolving the yeast genome is “SCRaMbLE” (synthetic chromosome rearrangement and modification by LoxPsym-mediated evolution)^43^. This method is based on the synthetic yeast genome-engineering project called Sc2.0, in which large segments of the *S. cerevisiae* genome are systematically replaced with synthetic DNA. In SCRaMbLE, LoxPsym sites are inserted into the 3′ untranslated region of each non-essential gene to permit various chromosomal rearrangements, such as translocations, inversions, and deletions, at each site. The SCRaMbLE-induced complex rearrangements enable artificial evolution and synthesis of the yeast genome at will.

Compared with SCRaMbLE, the TAQing system is not good at systematically altering the genome or specifically altering it between coding segments. However, this system enables the shuffling of TaqI-cleavage sites in DNA elements across multiple organisms in the absence of a requirement to artificially synthesize chromosomes with LoxPsym sites. In addition, the use of CRISPR–Cas9 or different restriction endonucleases that recognize other DNA sequences allows alteration of sites of interest and the extent of subsequent genome rearrangements. Both SCRaMbLE and TAQing represent powerful and complementary tools for artificial genome evolution.

In conclusion, our findings confirmed that genome rearrangements can be promoted after WGD to markedly enhance phenotypic diversification. These finding also raises new questions to be addressed in future studies, including the degree of genome rearrangements allowed after multiple rounds of TAQing, and the natural source of DSBs in adaptive evolution. Additionally, TAQing can be used as a new tool to study genome instability and genetic networks or as a methodology for metabolic engineering to generate new genomic sequences that improve pathway flux in many organisms.

## Methods

### Yeast strains and culture

Yeast strains YPH499 (S288c-derived haploid; *MATa ura3-52 lys2-801 ade2-101 trpl-Δ63 his3-Δ200 leu2-Δ1*) and S799 (SK1-derived haploid; *MATa urα3 lys2 ho::LYS2 leu2Δ arg4-bgl cyh2-z*) were used as wild-type strains. Cell-fusion diploid strains (WT14; TAQed mutants 1, 73, 76, 81, 83, 84, 97, 101, 106, 107, 113, 117, and 119) were generated by cell fusion of YPH499 and S799, followed by TaqI activation. All yeast strains are also listed in Supplementary Data 2. Yeast cells were cultured in yeast extract–peptone–dextrose (YPD), synthetic defined (SD), SD/monosodium glutamic acid (MSG), or minimal (MM) medium at 30 °C. The composition of MM was 20 g glucose, 2 g KH_2_PO_4_, 1 g MgSO_4_, 1 g ammonium sulfate, and vitamins (0.002 mg biotin, 0.4 mg calcium pantothenate, 0.002 mg, folic acid, 0.4 mg niacin, 0.2 mg p-aminobenzonic acid, 0.4 mg pyridoxine HCl, 0.2 mg riboflavin, 0.4 mg thiamine HCl and 2 mg inositol) in 1 L.

### Yeast strain construction

YPH499 and derivatives were used in haploid-cell experiments. Strains were transformed with an hphMX4-selectable vector harboring *RAD5* or *RAD9* with C-terminal 6×His and 3×FLAG tags, respectively. The primers NT208 (5′-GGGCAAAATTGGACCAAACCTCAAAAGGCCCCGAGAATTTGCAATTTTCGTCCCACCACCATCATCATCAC-3′) and NT209 (5′-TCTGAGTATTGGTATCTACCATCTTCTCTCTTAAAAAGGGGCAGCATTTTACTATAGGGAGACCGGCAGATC-3′) were used for *RAD53*, and NT206 (5′-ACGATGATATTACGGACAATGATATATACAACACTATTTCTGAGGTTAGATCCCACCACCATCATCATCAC-3′) and NT207 (5′-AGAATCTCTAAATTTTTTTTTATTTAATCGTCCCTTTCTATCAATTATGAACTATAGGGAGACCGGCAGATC-3′) were used for *RAD9*. DNA fragments were introduced into YPH499 cells, which were then selected for based on hygromycin B resistance. Correct integrations were verified by polymerase chain reaction (PCR). *REV3* mutants were generated similarly with the primers NT132 (5′-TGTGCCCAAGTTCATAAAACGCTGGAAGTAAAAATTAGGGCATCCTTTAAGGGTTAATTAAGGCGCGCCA-3′) and NT133 (5′-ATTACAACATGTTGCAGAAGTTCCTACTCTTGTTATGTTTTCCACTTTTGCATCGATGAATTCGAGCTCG-3′). YPH499 and S799 were fused to prepare WT14, as previously described^44^. Protoplasting solution was modified to MP buffer containing 28 U/mL zymolyase (Seikagakukogyo, Kogyo Co. Ltd., Tokyo, Japan), 25 µL/mL glusulase (Perkin Elmer, Waltham, MA, USA), and 1.7% β-mercaptoethanol. This fused diploid was the parental strain of TAQed mutant strains 1, 73, 76, 81, 83, 84, 97, 101, 106, 107, 113, 117, and 119. MJL1720 (*MATa/α ura3/ura3 lys2/lys2 ho::LYS2/ho::LYS2 leu2∆/leu2∆ arg4-bgl/arg4-nsp cyh2-z/cyh2-z*)^45^ and was used in HR assays.

### Xylose-utilizable and thermotolerant yeast preparation

Expression plasmids were constructed to overexpress the following genes of the nonoxidative pentose–phosphate pathway: *XKS1-*encoding xylulokinase, *RK11-*encoding ribulose 5-phosphate isomerase, *RPE1-*encoding ribulose 5-phosphate epimerase, *TKL1-*encoding transketolase, and *TAL1-*encoding transaldolase. The integration vector pXhisHph-HOR7p-ScXK which is targeted to the *HIS3* locus in chromosome XV, was used for the construction of the *XKS1* overexpression plasmid^45^. The integration vector pXAd3H-HOR7p-ScTAL1-ScTKL1, which is targeted to the upstream region of *ADH3* in chromosome XIII, was used for the construction of *TAL1*- and *TKL1*- overexpression plasmids^45^. The integration vector pXGr3L-HOR7p-ScRPE1-ScRKI1, which is targeted to the *GRE3* locus in chromosome VIII, was used for the construction of the *RPE1*-overexpression and *RKI1*-overexpression plasmids^46^. All the genes were expressed under the control of the *HOR7* promoter and the *CYC1* terminator.

A pRS524-HOR7p-PiXI vector that enabling multicopy chromosomal integration of the *Piromyces* sp. E2-derived XI gene (*PiXI*) onto a chromosome was constructed, with the vector containing the *PiXI* gene (GenBank: AJ249909) along with the *HOR7* promoter added 5′ of the gene and a *TDH3* terminator added to the 3′ region. Furthermore, to promote HR into yeast genome, R45 and R67 sequences homologous to the *rRNA* gene (rDNA), and as a marker, the gene sequence of a TRP1d marker and exhibiting low levels of expression through deletion of a portion of its promoter. These R45 and R67 sequences enable multicopy integration of the sequence containing *PiXI* to the rDNA locus on chromosome XII^47^.

A W303-1B-based strain overexpressing pentose–phosphate pathway genes was constructed as follows. First, the *ADE2* was amplified by PCR from the genomic DNA purified from *S. cerevisiae* S288C using the primer pair ADE2+1F (5′-ATGGATTCTAGAACAGTTGGTATATTAGG-3′) and ADE2+1716R (5′-TTACTTGTTTTCTAGATAAGCTTCGTAACC-3′). The amplification product was used to transform the W303-1B strain that complemented the *ade2* mutation. The resulting strain (W303-1BA) was transformed with linearized DNA fragments obtained from the *Sse8387*I-digested plasmids pXhisHph-HOR7p-ScXK, pXAd3H-HOR7p-ScTAL1-ScTKL1, and pXGr3L-HOR7p-ScRPE1-ScRKI1. The resulting strain was named W600^48^. Next, a fragment was obtained by digesting ~1 µg of the pRS524-HOR7p-PiXI with a restriction enzyme *Fse*I, followed by transformation of W600 with the linearized the DNA fragment to create the xylose-utilizable strain was named W700M2^48^. N44D, an *S. cerevisiae* NBRC1444-derived haploid strain (*MATα*), was used as thermotolerant yeast strain.

Non-TAQed cell-fused diploid strains (SNT17, CF1, CF2, CF3, CF4, CF5, CF6) were generated by cell fusion of the W700M2 and N44D strains. The cell-fused TAQed mutant was generated by TaqI activation of W700M2 and N44D followed by cell fusion.

### Plasmid construction

TaqI was amplified from the *Thermus Thermophilus* HB8 (Takara, Shiga, Japan) genome and cloned into pYES2.1/V5-His TOPO (ThermoFisher Scientific, Waltham, MA, USA) and pORF-CLONE vectors (MoBiTec, Göttingen, Germany) using 5BamTaqI2 (5′-CGCGGATCCAAAATGGCCCCTACACAA-3′) and PstV5 (5′-TTTTCTGCAGCGTAGAATCGAGACCGAG-3′) primers. These plasmids express the TaqI-V5-6× His protein. The pORF-CLONE*-*TaqI-V5-6× His was referred to as pTaqI in this study. TaqI was also cloned into a pET-15b vector (Novogene, Chula Vista, CA, USA) using NT305 (5′-CATATGGCCCCTACACAAGCCCA-3′) and NT191 (5′-GGATCCTTACGGGCCGGTGAGGGC-3′) primers to express the 6×His-TaqI protein in *Escherichia coli*.

### Site-directed mutagenesis of TaqI

In a previous study, the mutation of Asp^142^ (D142A) abolished DNA binding and DNA cleavage in vitro^49^. Here, the template plasmid (pTaqI) was amplified with mutagenesis primers (5′-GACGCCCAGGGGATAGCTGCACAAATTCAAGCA-3′ and 5′-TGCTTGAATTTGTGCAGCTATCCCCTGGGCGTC-3′) and the amplicon was digested with DpnI to eliminate the template DNA for further analysis. The digested amplicons were transformed into competent cells and site-directed mutagenesis of TaqI (dTaqI) was verified by sequencing.

### TaqI activation and viability assay

Haploid cells harboring pTaqI or the vector backbone were cultured in SD/MSG or MM at 30 °C. Upon confluency, 150 µM CuSO_4_ was added to the medium and cultured for an additional 4 h to induce TaqI expression. Cells were washed with water, aliquoted, and incubated for the indicated times at 42 °C. Viability was assessed by plating on YPD or SD-uracil agar. Diploid strains were cultured in SD at 30 °C, and addition of CuSO_4_ and heat treatment were performed as described.

### Assessment of HR and loss of heterozygosity assays

The MJL1720 strain, a diploid derivative of SK1 with *arg4-bgl/arg4-nsp* heteroalleles, was used to monitor HR frequency. After TaqI activation, cells were spread on SD-arginine and YPD plates, which were examined for *ARG4*^+^ colony formation. Fused diploid WT14 cells harboring a heterozygous mutation in the *ADE2*^*+*^ locus were subsequently examined for HR. Loss of heterozygosity (loss of functional *ADE2*^*+*^) was assessed by the presence of red (*ade2*^−^) colonies on SD plates.

### Canavanine-resistance assay

To investigate Rev3-dependent TAQing-induced mutation frequency, we employed a canavanine-resistance assay. The arginine analog canavanine is toxic to cells, and mutations in the arginine permease gene (*CAN1*) restores this toxicity. After TaqI activation, cells were spread on SD-arginine plates in the presence or absence of 100 µg/mL canavanine. Resistant colonies were counted and compared to mock-treated controls.

### Microscopy and antibodies

To analyze TAQed diploid strains, cells grown in YPD at 30 °C were harvested, fixed with glutaraldehyde, and washed with phosphate-buffered saline before observation. Images were acquired using an EVOS FL Cell Imaging System (Thermo Fisher Scientific) and analyzed by Adobe Photoshop CS 5.1 (Adobe Systems, San Jose, CA, USA). Rad51 immunostaining was performed as previously described^50^. Anti-*S. cerevisiae* Rad51 (62-101; BioAcademia, Osaka, Japan) and Alexa488 goat anti-rabbit IgG were purchased from Thermo Fisher Scientific. Images were acquired using a BZ-X700 system (Keyence Corp., Osaka, Japan). Anti-FLAG (M2 F1804; Sigma-Aldrich, St. Louis, MO, USA), anti-tubulin (sc-53030; Santa Cruz Biotechnology, Dallas, TX, USA), and anti-V5 (46-0705; Invitrogen, Carlsbad, CA, USA) were used for western blot analysis. Uncropped blots can be found in Supplementary Fig. 11.

### Pulsed-field gel electrophoresis

Chromosomal DNA embedded in 1% InCert agarose plugs (Lonza, Basel, Switzerland) were treated using zymolyase (Seikagakukogyo), RNase A, and proteinase K. Plugs were electrophoresed on a 1% Magabase agarose (Bio-Rad, Hercules, CA, USA) gel in 0.5× Tris/borate/EDTA buffer using CHEF Mapper (Bio-Rad). Electrophoresis was performed out at 14 °C with 6 V/cm voltage for 24 h. The angle was 120°, and the pulse time was ranged from 60 to 120 s. The DNA was stained with SYBR Green (Lonza, Rockland, ME, USA).

### Purification of TaqI from *E. coli*

*E. coli* BL21 (DE3) pLysS cells were used to produce recombinant TaqI. Expression of 6× His-tagged TaqI was induced for 24 h at 18 °C by addition of 0.1 mM isopropyl β-d-1-thiogalactopyranoside (IPTG). Extracts were prepared by sonication and TaqI was purified using a TALON Metal Affinity Resin (Clonetech, Mountain View, CA, USA). The purified protein was then concentrated using a 10 kD cut-off filter (Millipore, Billerica, MA, USA).

### TL rearrangement-distance estimation from Hi-C data

To determine the closeness of TL-junction sites are close in nuclear space, 3D-coordinate information of yeast chromosomes was obtained from a previous study^22^, and 10,000 pairs of points on the chromosomes were randomly selected using Matlab_R2017b (https://www.mathworks.com/) to estimate the approximate distances between any pairs of points and plotted in a histogram (considering a ~2 µm nuclear size for the diameter). The distances between pairs of breakpoints at the sites of TL events, including six non-homologous junctions and two Ty-like homologous junctions, were also calculated from the 3D coordinates. Based on the random distance distribution, the probability of a certain distance was estimated, and each TL-junction distance was plotted. The appearance of pairs of breakpoints in the 3D-coordinate plane was plotted in the 3D space using Matlab.

### Growth-rate measurement and ethanol production mass

Cells from strains W700M2, N44D, non-TAQed strain SNT17, and the TAQed mutant SNT11-2×40 were pre-cultured in SD (6.7 g/L yeast nitrogen base with all amino acids and 20 g/L glucose) at 30 °C. Cells were then shifted to 5 mL of test media SD or SX (6.7 g/L yeast nitrogen base with all amino acids and 20 g/L xylose) at the very low concentrations in test tubes for culturing at 30 or 40 °C while measuring the rate of transmitted light (950 nm) volume at 1-min intervals using an ODBox-C/ODMonitor system (Taitec Corp., Saitama, Japan). The transmission rate was converted into optical density (OD), and the average OD over 20 min was calculated for each sample. At the time points of 8, 24, and 48 h from the medium change, 250 µL of the samples was harvested to measure ethanol concentration using an F kit-ethanol (J.K. International, Tokyo, Japan) according to the manufacturer instructions.

### DNA extraction and tiling-array analysis

The genomes of haploid wild-type, cell-fusion, and mutant strains were analyzed using a tiling array (Agilent Technologies, Santa Clara, CA, USA). Genomic DNA was extracted using spin columns (Genomic DNA Buffer Set No. 19060, and Genomic tip 500/G No. 10262; Qiagen, Hilden, Germany). *A. thaliana* genomic DNA was extracted using spin columns (DNeasy Plant Mini Kit No. 69104; Qiagen). For tiling-array analysis, array comparative genomic hybridization (aCGH) was performed using a *S. cerevisiae* or *A. thaliana* custom microarray (designed by eArray; Agilent Technologies) for genome-wide copy number analysis. Genomic DNA (100 ng) was fluorescently labeled using the SureTag DNA Labeling Kit (Agilent Technologies) according to the manufacturer’s instructions. Prior to hybridization, sample and control probes were incubated with the blocking agent and hybridization buffer contained in the Oligo aCGH/ChIP-on-chip Hybridization Kit (Agilent Technologies) at 95 °C for 3 min followed by 37 °C for 3 min. Hybridization was performed at 65 °C for 24 h in a microarray hybridization oven (Agilent Technologies) according to the manufacturer instructions, and the slides were washed with the Oligo aCGH/ChIP Wash Buffer Kit (Agilent Technologies). Array data were quantified and normalized using Feature Extraction Software (v.11.0.1.1; Agilent Technologies).

### Genome sequencing

Haploid YPH499 and S799 strains were sequenced using PacBio RS II (Pacific Biosciences) and MiSeq (Illumina, 2 × 300 bp; Illumina) systems. Cell-fusion diploid strains were sequenced using MiSeq (2 × 300 bp; Illumina). PacBio 20-kb SMRTbell libraries were generated by using the SMRTbell template prep kit 1.0 and BluePippin size selection systems (Pacific Biosciences) according to manufacturer instructions. The libraries were sequenced on three SMRT cells (one for YPH499 and two for S799). MiSeq libraries were generated using NEBNext Ultra DNA library prep kit for Illumina (E7370S; New England Biolabs, Ipswich, MA, USA) and the NEBNext multiplex oligonucleotides for Illumina (E7335S; New England Biolabs). Genome sequencing of TAQed plant genomes were examined by a commercial company (Hokkaido System Science) using an Illumina HiSeq 2500 (Illumina). Preparations for the genomic DNA library (350 bp inserts) were constructed using the TruSeq Nano DNA LT sample prep kit (Illumina) according to the manufacturer standard protocol.

### Computational analysis

Analysis methods for variant detection was differed for *S. cerevisiae* and *A. thaliana*. For yeast, genomic sequences of parental haploid strains were determined as the reference sequences for mapping and variant detection. The sequenced reads of TAQed strain genome were mapped using a Burrows–Wheeler aligner (BWA)^51^, and small variants were called using the Genome Analysis ToolKit (GATK)^52^. For *Arabidopsis*, the genome sequence uploaded onto the TAIR10 database (https://www.arabidopsis.org/) was used as the reference sequence for mapping and variant detection. Furthermore, sequenced reads of TAQed plant genome were mapped using commercial software (CLC Genomics Workbench v.8.5; Qiagen). These variants were also called using this software, with variant-detection workflow shown in Supplementary Fig. 12.

### Yeast reference-genome sequencing

To detect the rearrangements induced by the TAQing system, genomic sequences of parental haploid strains were analyzed. Bioinformatics workflow for reference-genome construction is shown in Supplementary Fig. 13. PacBio sequencing data for the two parental haploid wild-type strains were filtered and sub-reads were generated (Supplementary Fig. 13 and Supplementary Data 3) using SMRT Analysis v.2.3.0 (Pacific Biosciences) and smrtpipe.py (v1.87.139483) with the default parameters. De novo assembly was conducted using Sprai^53^ (v.0.9.9.14) with the default parameters. Newly assembled contigs were roughly equivalent to those of the widely used laboratory strain S288C (previously reported chromosomes I–XVI and ChrM; obtained from the Saccharomyces Genome Database^54^), except chromosome XII. Because chromosome XII harbors up to 200 copies of rDNA at ~10 kb in length, the contigs with partial chromosome XII sequences were separated into three or more contigs [left arm, the right arm, and the rDNA region(s) in both strains]. These consensus contigs were partially corrected using the paired-end short-read sequencing data from MiSeq (Illumina). For error correction, the MiSeq data were mapped to the backbone of the assembled contigs using BWA, and then the SNPs and InDels in the backbone contigs were detected and modified by Picard (http://broadinstitute.github.io/picard/), GATK, and perl scripts. The contigs were further improved using the gap-closing module in PBJelly^55^ (PBSuite 15.8.24), and the sequences were corrected once again with the MiSeq data as described above. Each of the contigs from YPH499 and S799 were sorted and renamed after S288C annotation using BLAST 2.2.29+^56^. For each chromosome, centromeres with sequences identical to those of S288C were marked using EMBOSS^57^. Two haploid genome references were combined for use as the reference genome of the “diploid” cell-fusion strains.

### Variant detection in haploid genome references

SNPs and InDels between the S799 and YPH499, YPH499, and S288C strains were detected, and their distributions in the respective genomes, as well as between the two strains, were determined. SNPs and InDels between S799 and YPH499 were widely spread along the entire chromosome (average 6.5 SNPs/kb and 0.7 InDels/kb; ~0.72% difference; Supplementary Fig. 14) and sufficient to distinguish two different alleles, except for those in the rDNA regions of chromosome XII and some telomeric regions, using 300-bp × 2 paired-end Illumina sequencing. YPH499 derived from S288C is highly conserved with its ancestor, S288C (a ~0.05% difference; Supplementary Fig. 14). SNP and InDel detection was performed as follows. First, haploid MiSeq sequencing data for S799 was aligned with that of the YPH499 reference genome using BWA. Additionally, haploid YPH499 data was aligned with that of the S288C reference genome. Then PCR duplicates were then removed using Picard (http://broadinstitute.github.io/picard/) tools, and raw variants were called using GATK (for SNP parameters: QD < 2.0, FS > 60.0, MQ < 40.0, MQRankSum < −12.5, ReadPosRankSum < −8.0, SOR > 4.0 and InDel parameters; QD < 2.0, FS > 200.0, ReadPosRankSum < −20.0, SOR > 10.0) to recalibrate base quality. Variants were called again with the same filtering parameters and chromosome-wide variant distribution was plotted at every 20 kb (Supplementary Fig. 15).

### Mutation and rearrangement detection

MiSeq reads of the cell-fusion (control) strain and 13 TAQed strains were mapped using BWA. Both whole-genome sequencing and tiling-array data were used to detect large-scale genome rearrangements and aneuploidies (Supplementary Fig. 16). 

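Some chromosome-wide calls depended on the settings. Chromosome XII of strain 73 had 99.2% of its probes in gained segments, and chromosome VIII of strain 119 had 99.6% in lost segments. Chromosome V was lost along 98.6% of its probes in strain 113 and 97.0% in strain 117. These 4 calls were made under all 16 other settings tried. Chromosome I of strain 113 was lost along 87.8% of its probes, so it was not called where 90% were required. Chromosome I of strain 106 was called in 11 of the 16 settings, and not under normexp, centering on unchanged chromosomes, a smaller penalty, a threshold of 0.4 or removal of the trend from chromosome ends to middles. Chromosome I of strain 119, with a median of -0.31 and 12.1% of its probes in lost segments, was not called but became a loss in 5 of the 16 settings. These were loess, the series matrix values, subtraction of the WT14 ratio, centering on unchanged chromosomes and a threshold of 0.2. Several other chromosomes had large changed parts and stayed below 80%. Chromosome XIV of strain 107 was lost along 76.7% of its probes and chromosome XIII of strain 101 along 71.5%. Chromosome IV of strain 106 was gained along 75.0% of its probes, chromosome V of strain 81 along 63.0%, chromosome XV of strain 81 along 61.5% and chromosome VIII of strain 76 along 59.3%.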

Chromosome-wide CNVs detected by both sequencing and tiling array were defined as “aneuploidy”. Chromosomal rearrangements with the junction of different segments of chromosomes were defined as “translocation (TL).” For the TL detection, the local CNVs of the segemnets were also confirmed using the tiling-array data. The corresponding breakpoints were detected by extracting chimeric reads around the junction sites, which were mostly non-homologous; however, three homologous-mutation points were detected. These junction sequences were further analyzed by BLAST to determine whether they were derived from Ty-like repeat sequences or rDNA regions. These TL sites except for the TL between rDNA regions were verified by PCR (local amplification of ~5 kb across the junctions). Chimeric chromosomes of homologous sequences from S799 and YPH499 and exhibiting changes in partial coverage or signal intensity in both sequencing and tiling-array data were defined as “Break Induced Repairs (BIRs)”. 

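Where 1 homologue replaces the other, probes that match only 1 parent shift while the rest stay, which widens the spread of the probe ratios. The spread was taken as the range from the 10th to the 90th percentile of the log2 ratios after subtraction of the segment median, in 609 windows of 20 kb per array, relative to the median window of the same array. Runs of at least 3 neighboring windows above 1.5 times that median were counted. There were 11 such runs on 7 of the TAQed arrays and 0 on the WT14 array. Of these, 10 lay in segments called as losses, where the spread need not come from a copied stretch. The only run outside such segments was on chromosome XIV of strain 1 from 60001 to 140000, at 1.58 times the array median, and another array reached 1.56 there, so it does not stand apart. A run on chromosome IV of strain 106 from 1 to 60000, at 1.67 times the array median against at most 1.2 on the other arrays, counts as a loss at a median of -0.49. The copy number of this run is open, as the ends of other chromosomes of this strain also lie low. Outside the run, 10 probes from 126686 to 128884 had a median of -4.73 in this strain, against -0.10 to 0.84 on the other arrays. The lower level of its chromosome ends, a median difference of -0.26, does not reach this. The count depended on the window and threshold, and subtracting the WT14 ratio moved it most among the alternatives that left any run, to 40, while a threshold of 2 times left 0. Fig. 2c marks repair at the right ends of chromosomes VII and IX of strain 101. In this strain chromosome VII was gained from 1069099 to 1090735 (median log2 ratio 0.84), where the 13 other arrays lay between -0.24 and 0.09. This region joins 2 segments, at 0.92 from 1069099 to 1076151 and at 0.49 from 1080714 to 1090735. The second does not stand apart, since WT14 against itself was also called a gain from 1083531 to 1090735, at 0.78. On chromosome IX of strain 101 the probes from 434298 to 437003 had Cy5 well above background at 1 of 14 spots. With each Cy5 signal raised to the lowest level well above background on the array, their median was -5.10, and the other arrays had -0.52 to -0.04 there.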

Chimeric chromosomal regions (~0.7–30 kb) in S799 and YPH499 and exhibiting changes in partial coverage detected in the sequencing data were referred to as “Short Gene Conversions (SGCs)”. To search for BIR and SGC, zero-coverage regions on one of the references were marked as candidate regions to test whether their homologous chromosome pair displayed double-coverage reads^58^. If each end of the chromosome was derived from both S799 and YPH499, the mutation was annotated as a BIR, and rearranged positions were further searched from the chimera sequences around the events using BLAST, samtools (http://samtools.sourceforge.net/), and perl/shell scripts. Partial chimeric sequences from the pair within a chromosome were annotated as SGCs. Because homologous TLs, BIRs, and SGCs represent homologous rearrangements, approximate rearrangement positions were notated. Small variants were detected using Picard and GATK. SNVs and InDels reported in AT-rich regions, rDNA regions, telomeres, and regions with too low-coverage (<50% of the average coverage) and that are often seen especially around the large chromosomal rearrangements were eliminated as false positives^59^. Common SNVs and InDels detected in all control and TAQed strains were also eliminated as false positives. Genome-rearrangement/mutation events are visualized in Figs. 2a and 6c as circular plots generated by the R package (ggbio; https://bioconductor.org/packages/release/bioc/html/ggbio.html)^60^.

### Re-sequencing analysis in *A. thaliana*

All Illumina reads from control and TAQed plants were trimmed using CLC Genomics Workbench (v8.5; Qiagen) to a minimum quality score of 0.01 (equivalent to a Phred quality score of 20), a minimum length of 95 bp, and adaptor sequences were removed. The following parameters were changed from default: Ambiguous trim = Yes, Quality trim = Yes, Quality limit = 0.01, search on reversed sequence = Yes, Remove 5′ terminal nucleotides = No, Minimum number of nucleotides in reads = 95, discard short reads = Yes, Remove 3′ terminal nucleotides = No. For mapping and variant calls, filtered reads were mapped to the reference (TAIR10; https://www.arabidopsis.org/) using the “Map Reads to Reference” tool in the CLC Genomics Workbench (v8.5; Qiagen). The following parameters were changed from default: Masking mode = No masking, Mismatch cost = 2, Insertion cost = 3, Deletion cost = 3, length fraction = 0.5, Similarity fraction = 0.8, Global alignment = No, Auto-detect paired distances = yes, Non-specific match handling = Ignore, Collect unmapped reads = No. Variant calling was performed on a read mapping using the “Basic Variant Detection” tool in the CLC Genomics Workbench (v8.5; Qiagen). The optional parameters are shown below; Ignore positions with coverage above = 100,000, Restrict calling to target regions = Not set, Ignore broken pairs = Yes, Ignore non-specific matches = Reads, Minimum coverage = 10, Minimum count = 2, Minimum frequency (%) = 35.0, Base quality filter = No, Read direction filter = No, Read position filter = No, Relative read direction filter = yes, Significance (%) = 1.0, Remove pyro-error variants = No. Based on variant-call information, mapped reads were locally realigned using the “Local Realignment” tool in the CLC Genomics Workbench (v8.5; Qiagen). The optional parameters are shown below; Realign unaligned end = Yes, Multi-pass realignment = 2, Force realignment to guidance-variants = No. Detection of InDels and structural variants was performed on locally realigned read mappings using the “InDels and Structural Variants” tool in the CLC Genomics Workbench (v8.5; Qiagen). The optional parameters are shown below; *P*-value threshold = 0.0001, Maximum number of mismatches = 3, Minimum number of reads = 2. Based on InDel and structural-variant information, mapped reads were locally realigned using the “Local Realignment” tool in the CLC Genomics Workbench (v8.5; Qiagen). The following parameters were changed from default: Force realignment to guidance-variants = Yes. Detection of small variants, InDels, and structural variants was performed on a locally realigned read mapping using the “Basic Variant Detection” and the “InDels and Structural Variants” tools in the CLC Genomics Workbench (v8.5; Qiagen).

### Verification of small variants

After local realignment, small variants were called using the Basic Variant Detection tool in CLC Genomics Workbench (v8.5; Qiagen). To narrow small-variant candidates in TAQed strains, those detected in control plants were excluded. Variants meeting the criteria of mutation frequency (mutated read count/total read count > 0.4) were selected and manually verified. For SNVs, regions harboring variants on only one locus were excluded. InDels were selected based on two criteria: (1) <2 reads containing InDels in control plants and (2) InDel uniqueness.

### Validation of structural variants

To narrow the list of called structural variants, those detected in control strains were excluded. We adopted three-step strategies to verify structural variants (Supplementary Fig. 17). In the first step, CNV mapping results were compared with tiling-array data to verify the CNV region, and if they were not included in the list of structural variants, they were added as candidates. In the second step, soft-clipped sequences were extracted on the boundary line of CNVs (boundary region A) where partially unmapped reads (>10% reads of total reads were partially unmapped) were highly accumulated. The soft-clipped sequences were analyzed by BLAST against the TAIR10 database (https://www.arabidopsis.org/), and those at the site of the best (*e* < 1E−04) BLAST result were extracted (boundary region B). Extracted sequences were analyzed by BLAST against the reference genome, and if the site of the best BLAST result was region A, it was considered a reciprocal best hit. For the third step, SAM files were analyzed, and accumulated discordant pair-end reads surrounding regions A and B were mapped onto boundary regions A and B, respectively. Alignment start position for the pair reads was subsequently analyzed, with these results agreeing with BLAST searches of soft-clipped sequences.

### Plant materials and growth conditions

The *A. thaliana* GU–US reporter (direct repeat-type) line 1406 has been previously described^21,61^. Ecotype Col was used as a control strain. Plants were grown in corner dishes on germination medium (MS medium containing 1% sucrose and 0.8% agar) for 3 weeks with a 16-h/8-h light/dark cycle. To activate TaqI, 1-week-old plants were grown at 37 °C for 24 h. All plant strains are listed in Supplementary Data 2.

### Construction of transgenic plants

The 35S:TaqI-NLS (NLS; nuclear localization signal) plasmid was constructed by cloning PCR-amplified fragments. The primers BamHI-TaqI-F and TaqI-SacI-R were used to amplify the TaqI fragment while BamHI-TaqI-F and TaqI-NLS-SacI-R were used to add the NLS tag. The amplified sequence (TaqI-NLS) was ligated into the pCR2.1 vector with the TOPO TA Cloning Kit (Invitrogen). The TaqI-NLS sequence was inserted behind the 35S promoter in the pBI121 plasmid to generate the plant transformation vector, which was introduced into the Arabidopsis line 1406 by *Agrobacterium*-mediated transformation using the floral dip method^62^. TaqI-NLS transgenic plants were selecting by growing T1 seeds on plates containing MS medium supplemented with 50 mg/L kanamycin. T3 progeny of homozygous plants harboring a single copy of the transgene were selected [TaqI^+^(2n)]. The following primers were used for cloning: BamHI-TaqI-F (5′-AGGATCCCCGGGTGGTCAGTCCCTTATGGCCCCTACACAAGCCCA-3′), TaqI-SacI-R (5′-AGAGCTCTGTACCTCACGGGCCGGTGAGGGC-3′), and TaqI-NLS-SacI-R (5′-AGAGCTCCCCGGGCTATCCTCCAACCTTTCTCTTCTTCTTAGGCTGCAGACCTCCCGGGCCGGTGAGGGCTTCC-3′).

### Generation of polyploid plants

Three-week-old plants [control and TaqI^+^(2n)] were dipped in a 0.01% colchicine solution for 3 min, and progeny seeds were obtained by self-propagation. The nuclear phase of progeny plants was analyzed by flow cytometry on a Cell Lab Quanta SC MPL (Beckman Coulter, Brea, CA, USA) using a mercury arc lamp (365 nm), a UG1 excitation filter, a 560 dichroic short-pass filter, and a 450/55 bandpass filter. Nuclear extraction and DNA staining of nuclear DNA from *Arabidopsis* tissue were executed with CyStain UV Precise P (Sysmex Corp., Kobe, Japan). Tetraploid control plants (1406P4) and tetraploid 35S:TaqI plants [TaqI^+^(4n)] were selected.

### RNA analyses

Total RNA was extracted from the leaves or roots of 1-week-old *Arabidopsis* plants grown on MS agar plates using an RNeasy Plant Mini kit (Qiagen) according to manufacturer protocol. For quantitative reverse-transcription (qRT-)PCR analysis, cDNA was synthesized using a high-capacity cDNA reverse transcription kit (Applied Biosystems) with random primers and according to manufacturer instructions. qRT-PCR was performed on an ABI 7000 real-time PCR system (Applied Biosystems) using Power SYBR Green PCR Master Mix (Applied Biosystems) and the following primers: 18SrRNA-F (5′-CGGCTACCACATCCAAGGAA-3′), 18SrRNA-R (5′-TGTCACTACCTCCCCGTGTCA-3′), AtBRCA1-F (5′-CCATGTATTTTGCAATGCGTG-3′), and AtBRCA1-R (5′-TGT GGAGCACCTCGAATCTCT -3′).

### Recombination assays

For recombination assays, strains 1406 and 1406P4 served as controls, and histochemical GUS staining was performed as described previously^63^. The number of GUS blue spots (indicative of a recombination event) on each cotyledon was determined visually under an optical microscope (Olympus). For each line, 30 to 100 cotyledons were analyzed.

### Data availability

Sequencing data are deposited in the DDBJ Sequence Read Archive database under accession numbers DRA005252 and DRA005268. Microarray data are deposited in the NCBI GEO under accession number GSE90027 (SuperSeries). This SuperSeries is composed of the following SubSeries: GSE90025 and GSE90026.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Phenotypic diversification by enhanced genome restructuring after induction of multiple DNA double-strand breaks
**Source:** Nat Commun. 2018 May 18;9:1995. doi: 10.1038/s41467-018-04256-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Variant and strain lists of TQ2 and TQ4 plants.

File Name: Supplementary Data 2

Description: Strain lists of yeasts and plants used in this study.

File Name: Supplementary Data 3

Description: Statistics associated with yeast haploid-genome assembly and mapping information.

How the deposited data were processed for this re-analysis (not part of the article)

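Copy number was measured in 13 TAQed diploid yeast strains and the parental fused diploid WT14 by aCGH on a custom Agilent tiling array, 1 array per strain, with the strain in Cy5 and WT14 in Cy3. The authors deposited the spot tables of Feature Extraction 11.0.1.1, in which the processed intensity of each channel is background-subtracted and scaled by a linear dye normalization, and the array coordinates follow build sacCer2. The authors also deposited a series matrix of log10 ratios of Cy5 over Cy3 for 47691 spots, which differed from the ratio column of the spot tables by at most 5.0e-08. Between 46 and 568 spots per array had a log10 ratio set to 0 in the deposited ratio column, so the ratios were recomputed from the processed intensity. All 14 columns of the matrix belong to a mapped array.

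The log2 ratio of each spot was computed without loess, since large parts of a genome can truly shift in copy number. The 997 control spots and the spots with a feature outlier flag (64 to 135 per array) were left out, the 468 probes printed 5 times were averaged, and each array was centered on its median. Of 59156 nuclear probes, 23 with a span over 100 bases were left out. A further 363 probes lie on mitochondrial DNA, and 22 spots have no coordinates and were not used here. No spot was saturated. Signal over background limits the precision on the array of strain 81, where 9107 spots were well above background in neither channel, against 73 to 94 on the others.

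Each chromosome was divided by optimal partitioning under least squares, with a penalty of 10 times the noise variance times the natural log of the number of probes and at least 10 probes per segment. A chromosome was called changed where segments of 1 direction held at least 80% of its probes. Regions of at least 20 kb join called segments of 1 direction over gaps under 20 kb. Segmentation and calls were tested on simulated ratios at the 59133 real probe positions with a noise SD of 0.12. All 20 changed whole chromosomes, all 100 changed stretches of 10 kb or more and all 20 stretches of 5 kb were recovered, and 0 segments were called on 5 simulated arrays without changes. Real arrays carry probe biases that this simulation leaves out, as the 23 segments on the WT14 array show.

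Change recurring over the TAQed strains was tested with limma 3.58.1 (lmFit and eBayes, Benjamini-Hochberg adjustment) on mean log2 ratios in 6032 windows of 2 kb, 13 arrays against 1. The design set before the data were examined named genes as the unit, and windows were used instead because no annotation of sacCer2 was used here. On simulated windows of this comparison, 188 of 200 windows changed by 0.5 on the log2 scale and 200 of 200 changed by 2 passed the threshold, with 9 and 8 unchanged windows passing. That simulation takes the spread from the MAD over the TAQed arrays, which single strains far from the others hardly affect. With the SD over these arrays, 87 of 200 and 194 of 200 changed windows passed, with 3 and 15 unchanged ones. Both assume that the lone WT14 array varies like the TAQed arrays. In the data, 0 windows passed limma's adjusted p of 0.05, and 72 had an unadjusted p under 0.05. The largest estimates belong to windows that overlap the short stretches of high ratio in 12 of the 13 TAQed strains, described below. They were 4.92 on chromosome III from 90001 to 92000, 2.19 on chromosome V, 1.73 on chromosome XV and 1.02 on chromosome VIII. On chromosome III the strains lay between -0.10 and 5.86. The simulated recovery therefore does not carry over to such windows, and the count of 0 does not exclude changes in most of the strains.

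For the translocations, the design placed breakpoints by matching the junction sequences of Fig. 2e to the reference. No genome of this build was used here, so breakpoints were taken from the segmentation instead, by a rule chosen after the data were seen, at least 20 kb from chromosome ends. The distance from junction to array breakpoint was not computed, and the TaqI sites were not analysed here. Genes were to be named if they lay at a junction, if they were markers that differ between the parents or were tied to copper, or if they were among the 5 largest recurrent changes past the threshold. None is named, since the first groups need an annotation and no window passed. Short gene conversions, single nucleotide variants and insertions or deletions rest on sequencing and were not analysed here, nor were the Arabidopsis arrays.

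The alternatives covered background correction, loess, centering, the source of the values, probe filters, subtraction of the WT14 ratio, segmentation penalty, probes per segment, thresholds and window sizes. Normexp correction by limma used an offset of 50 on the median signals, in place of the mean signals that had been planned. Sample groups came from the labels and the paper. The labels repeat the treatment text for WT14, which the paper describes as the control without TaqI activation, so no dose was assigned to it. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and in R 4.3.3 with data.table 1.17.8. Figures were drawn with matplotlib 3.10.9.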

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

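The tests of the short stretches of high ratio were chosen only after the result was seen, as was the lower limit for Cy5 near background, and the tests of failed probes and of partial loss for mitochondrial DNA were set before.

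The paper does not report the copy number of mitochondrial DNA in the TAQed strains. In strain 84 the 363 mitochondrial probes had a median log2 ratio of -8.56, against 0.09 on the WT14 array and -0.60 to 0.80 in the other 12 TAQed strains. Cy5 was well above background at only 41 of the 363 spots of this array. With each Cy5 signal raised to the lowest level well above background, the median was at least 110.8-fold lower than WT14. Failed probes are argued against, because WT14 in Cy3 was well above background at 91.7% of the same spots. A loss of mitochondrial DNA from strain 84 is a candidate explanation, and whether it is complete stays open. The highest median of 10 neighboring probes was -2.77, which leaves no long stretch at the WT14 level, but 4 probes between 4239 and 4554 lay above 0, with a median of 3.99, beside a probe at -2.54 in the same interval. Another probe above 0 lay apart from them, from 32189 to 32248, at 1.56. Short retained parts and probes that match other DNA cannot be told apart for these 5 probes. With 1 array of this strain, a link to TaqI activation was not tested.

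Short stretches on 4 chromosomes had high ratios in 12 of the 13 TAQed strains, and the paper does not report them. The median over these 12 strains was 4.62 on chromosome III from 91376 to 92353, 4.77 on chromosome V from 116139 to 116887, 3.02 on chromosome VIII from 214525 to 214649 and 6.32 on chromosome XV from 721967 to 722554. On chromosome III the ratio covers 3 of 6 probes, since WT14 was not well above background at the other 3. Strain 83 had -0.15, 0.12, 0.62 and 0.18 at the same places. Pooled over the 12 strains, the flanks within 2 kb had medians of -0.16 to 0.34. Single strains went beyond this, with flanks of -3.47 on chromosome VIII in strain 119, -1.24 and -1.18 on chromosome V in strains 113 and 117, and 0.73 on chromosome XV in strain 81. Probe or dye bias is argued against, because WT14 against itself was at most 0.41. The Cy5 levels of the 4 stretches, each relative to the median Cy5 signal of its array, rose and fell together over the 12 strains. The lowest Pearson r of the 6 pairs was 0.88, for chromosomes VIII and XV (permutation test, p = 2.6e-04, adjusted 2.6e-04). The lowest Spearman rho was 0.88, for chromosomes III and V (permutation test, p = 3.3e-04, adjusted 3.3e-04). In 10000 pairs of random groups of neighboring probes from other places, treated the same way, the median r was -0.03, the 95th percentile 0.65 and the highest r 0.99, and 0.6% of pairs reached 0.88. Without strain 81, whose array was dim, the lowest r of the stretches was 0.91, and 0.1% of random pairs reached it. Without the 2 strains farthest from the median, the lowest r of the 6 pairs was 0.86, for chromosomes III and V, down from 0.93. Within slides the lowest r was 0.90 over 4 strains and 0.94 over 8, the former too few for a test. One extra DNA element that holds all 4 sequences may therefore be present in varying numbers, and the TaqI expression vector that the cells had carried is a candidate, as a hypothesis found and tested on the same arrays. Carry-over of vector DNA into the labeling was not tested, nor was the vector's sequence compared with the probes.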

How the results depend on the processing

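The removal of spots with background flags, the removal of the trend from chromosome ends to middles, the joining of segments into regions, the rule that places breakpoints and the lower limit set for Cy5 near background are tests chosen only after the result was seen.

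The 6 whole-chromosome changes stayed between 5 and 7 under 15 of 16 alternatives, and a threshold of 0.2 gave 13, for which the cause was not tested. The calls themselves differ more than the number, as normexp replaced chromosome I of strain 106 by chromosome XII of the same strain. Of 54 chromosome medians recomputed for the 6 calls, 49 moved by less than the spread over other arrays, 5 moved more, under normexp or after removal of the trend, and 0 changed sign.

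The 470 segments became 278 under normexp, 227 with the series matrix and 293 with at least 20 probes. The cause was not tested. The split into 318 gains and 152 losses also depended on the scaling, with 138 and 182 after loess, 128 and 276 after subtraction of the WT14 ratio, 243 and 35 under normexp and 127 and 100 with the series matrix. The direction of most short segments is therefore not settled. The difference in the number of segments from the WT14 array was positive under 14 alternatives, from 3.38 to 22.62, with exact permutation p from 0.214 to 0.643. Subtraction of the WT14 ratio is left out of this range, since it leaves the WT14 array at 0 segments by construction. The 55 regions of at least 20 kb became 35 under normexp, 104 at a threshold of 0.2 and 34 at 0.4. Their split into 22 gains and 33 losses became 18 and 17 under normexp, 34 and 70 at 0.2 and 15 and 19 at 0.4. Removal of the trend from chromosome ends to middles left 39 regions, 19 gains and 20 losses, so the excess of losses is not settled.

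The median step at breakpoints, 0.68, was 0.71 under normexp and 0.66 after loess, where the SD of the step over other arrays is 0.022, and the cause was not tested. Of 140 recomputed single steps, 95 moved by less than that spread at their place, 45 moved more and 0 changed sign. The 11 runs of wide spread became 28 with windows of 10 kb, 40 after subtraction of the WT14 ratio and 0 at 2 times the array median, and the cause was not tested.

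No window of 2 kb passed limma's adjusted p of 0.05 in the test of recurrent change. Against 0, without the WT14 array, 2406 windows passed, 1354 higher and 1052 lower, a test that counts probe and dye bias shared by all arrays as change and leaves out the control's own spread. With segment medians subtracted, 1 window passed, and it was higher in the TAQed strains. The cause was not tested for either. The other 7 alternatives, slide as a covariate among them, gave 0.

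Leaving out probes that match the genome more than once was not run, nor was the distance from junction sequences to array breakpoints, since probe sequences and a genome of this build were not used here. Steps were measured at boundaries of the segmentation and windows of 2 kb took the place of genes, both against the design. No paired analysis was possible because each strain has 1 array and the control group has 1 array. Low signal over background limits strain 81 above all.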

Differences from the paper's values

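The tests with the trend removed, the comparison of events other than losses and those of the steps at breakpoints were chosen only after the result was seen.

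The paper's Table 1 gives 7 aneuploid events, 4 of them losses, and 6 whole-chromosome changes, 5 of them losses, were called here. For the total and for the losses, the larger number is at most 1.5 times the smaller. The paper's other 3 events, which the table does not describe, stand against 1 gain here, more than 1.5 times apart. A threshold of 0.2 gave 3 gains, and normexp gave 2. The paper required a change in sequencing as well as on the array, and only the arrays were used here. Loess, the series matrix values and subtraction of the WT14 ratio each gave 7 calls, with 6 losses, the added one being chromosome I of strain 119. Normexp, a penalty of 5 times, a threshold of 0.4 and a share of 90% each gave 4 losses, as did removal of the trend from chromosome ends to middles. The paper does not list in its text which chromosomes it counted, so single calls could not be compared with it.

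Fig. 2c draws additional copies of chromosome IV in strain 106 that join another chromosome. This chromosome was not called as a whole here, with 75.0% of its probes in gained segments, and was called at a threshold of 0.2, where the total of 13 calls is more than 1.5 times the paper's 7.

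All 6 non-homologous translocations of the paper had steps on both sides that were larger than those of the other arrays at the same positions. This number was not found independently, since the strains and chromosomes were taken from Fig. 2e and the boundaries were picked for their steps.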

Other observations

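The tests below were chosen only after the result was seen, except the first test of chromosome V in strains 113 and 117.

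Both strains 113 and 117 lost a copy of chromosome V. If they lost opposite homologues, the probe ratios along it would run against each other. The planned test left this open, with a Spearman rho of -0.03 over probes, against 0.44 to 0.84 on the other 15 chromosomes. After subtracting the median of the other 12 arrays at each of 2649 probes, rho was -0.57 on chromosome V and 0 to 0.30 on the others. Probes along a chromosome are not independent replicates, so no p is given. Of 40 probes below -3 in strain 113, 6 had Cy5 well above background, and with Cy5 raised to the lowest such level their median was -4.57. At these probes strain 117 had a median of -0.26 and WT14 of -0.07, and 0 probes were below -3 in strain 117. These values are consistent with sequence on 1 homologue only that strain 113 lost and strain 117 kept. Which parent each homologue came from was not tested, and the probe bias is assumed to be that of the other arrays.

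Probes 20 to 60 kb from chromosome ends lay below those over 110 kb away in most TAQed strains. The median difference was -0.26 in strain 106 and -0.23 in strain 119, against 0.02 for WT14, and was 0.01 in strain 97 and 0.04 in strain 113. A dye bias that depends on intensity is argued against, as strain 106 was at -0.25 after loess. Whether the slide plays a part could not be told. The lowest difference on slide 1, -0.11, is that of strain 81 with its dim array. It was -0.02 under normexp, where the offset shrinks the ratios of this array, and -0.10 after loess. The other TAQed strains of that slide had -0.06 to -0.03. Within slide 2 the differences ran from -0.26 to 0.04. GC content was not tested, and no biological explanation was tested. This trend bears on the loss called for chromosome I in strain 106, 1 of the shortest chromosomes, which was not called once the trend was removed.

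The 23 segments called on the WT14 array fell to 2 after loess, so a dye bias that depends on intensity may account for most of them. On the TAQed arrays loess left 320 of 470 in number, which does not say that they are the same segments.

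Strain 84 had a step of -1.13 at 992897 on chromosome IV and of 0.55 at 776245 on chromosome XVI. The paper names a translocation between these chromosomes, and its text does not name the strain. The next array, of strain 106, had 0.12 as the smaller of its largest steps on both chromosomes. In strain 119, 6 probes below -2 between 213226 and 216271 on chromosome VIII had a median of -3.55, below the -1.05 of the chromosome, and the other arrays had 0.25 to 0.47 there. They were picked for being low, and the 3 probes between them from 214525 to 214649 had a median of 3.16 in this strain.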
